# Transcriptomic and epigenomic analyses uncovered Lrrc15 as a contributing factor to cartilage damage in osteoarthritis

**DOI:** 10.1038/s41598-021-00269-8

**Published:** 2021-10-26

**Authors:** Purva Singh, Mengying Wang, Piali Mukherjee, Samantha G. Lessard, Tania Pannellini, Camila B. Carballo, Scott A. Rodeo, Mary B. Goldring, Miguel Otero

**Keywords:** Genome-wide analysis of gene expression, Methylation analysis, Osteoarthritis, Cartilage, Musculoskeletal models, Animal disease models

## Abstract

In osteoarthritis (OA), articular chondrocytes display phenotypic and functional changes associated with epigenomic alterations. These changes contribute to the disease progression, which is characterized by dysregulated reparative processes and abnormal extracellular matrix remodeling leading to cartilage degradation. Recent studies using a murine model of posttraumatic OA highlighted the contribution of changes in DNA hydroxymethylation (5hmC) to OA progression. Here, we integrated transcriptomic and epigenomic analyses in cartilage after induction of OA to show that the structural progression of OA is accompanied by early transcriptomic and pronounced DNA methylation (5mC) changes in chondrocytes. These changes accumulate over time and are associated with recapitulation of developmental processes, including cartilage development, chondrocyte hypertrophy, and ossification. Our integrative analyses also uncovered that Lrrc15 is differentially methylated and expressed in OA cartilage, and that it may contribute to the functional and phenotypic alterations of chondrocytes, likely coordinating stress responses and dysregulated extracellular matrix remodeling.

## Introduction

Cartilage degradation is a hallmark of osteoarthritis (OA), but the mechanisms initiating cartilage destruction are still not clearly identified and no successful therapeutic intervention exists^1^. This knowledge gap is in part caused by the difficulty of identifying early-stage disease and of retrieving mechanistic information from early-stage human clinical material. Consequently, the design of adequate models that mimic aspects of the human pathology stands essential for the development of successful therapeutic approaches.

Articular chondrocytes are the unique cell type in articular cartilage and are responsible for maintaining its structural and functional integrity. During OA, chondrocytes undergo abnormal activation and phenotypic modulation, displaying features that resemble hypertrophy- and fibroblast-like phenotypes characterized by dysregulated expression and activities of matrix-degrading enzymes and abnormal production of structural matrix proteins^2^. Recent studies have reported changes in DNA methylation in human OA cartilage^3–6^, work in vivo and in vitro has highlighted the importance of a tight regulation of DNA methylation patterns for cartilage homeostasis and OA^7,8^, and a link between inflammation and epigenomic alterations in OA has been established^9^. These studies represent strong evidence that functional pathological alterations in methylation status do occur, are subsequently maintained, and have important roles in the phenotypic shift and functional alterations of OA chondrocytes.

DNA methylation on the fifth position of cytosine (5-methylcytosine, 5mC) is a stable epigenetic mark with important roles in development and maintenance of stable cellular phenotypes^10^. DNA methylation can be found at non-CpG sites but it is primarily restricted to CpG dinucleotides (cytosine-guanine repeats) in mammals^11^, and the DNA methyl transferases (DNMTs) preserve normal DNA methylation patterns^12,13^. Loss of methylation or abnormal methylation patterns contribute to OA^7^. Methylation can be lost passively or by an active process that involves the conversion of 5mC into 5-hydroxymethylcytosine (5hmC), which is also a stand-alone epigenetic mark with impact on OA disease^8,14^. Because DNA methylation is one of the principal mechanisms by which cells maintain dominant phenotypes, changes in DNA methylation patterns can lead to early phenotypic and functional changes in chondrocytes that contribute to OA onset and progression, as indicated by recent studies^7,8^.

To further dissect changes in 5mC and 5hmC during OA progression, we performed integrated RNA sequencing (RNAseq) and Reduced Representation Oxidative Bisulfite Sequencing (RRoxBS) analyses of microdissected murine cartilage following the destabilization of the medial meniscus (DMM), which mimics post-traumatic OA in humans^15,16^ and has also been used to assess the contribution of epigenetic changes to OA^8^.

## Results

### The progression of osteoarthritis after DMM is accompanied by transcriptional changes in articular cartilage

To evaluate genomics changes during the progression of OA we undertook an integrative approach whereby we analyzed (a) cartilage structural damage using histological approaches, (b) changes in gene expression over time using RNAseq, and (c) progressive alterations in 5mC and 5hmC DNA methylation patterns by RRoxBS.

We performed DMM surgeries and analyzed tissues at 4 and 12 weeks after DMM to evaluate genomics changes in samples with clearly distinct cartilage structural damage, representing early (4 weeks) and established (12 weeks) disease. We evaluated tissues histologically to confirm the progression of OA after DMM. Figure 1A depicts the initial loss of proteoglycan staining and minor surface damage at 4 weeks, followed by the more evident fibrillation and structural changes in cartilage collected at 12 weeks after surgery (Fig. 1B). These changes were confirmed by histological OARSI SUM scores (Fig. 1C,D).

**Figure 1:**
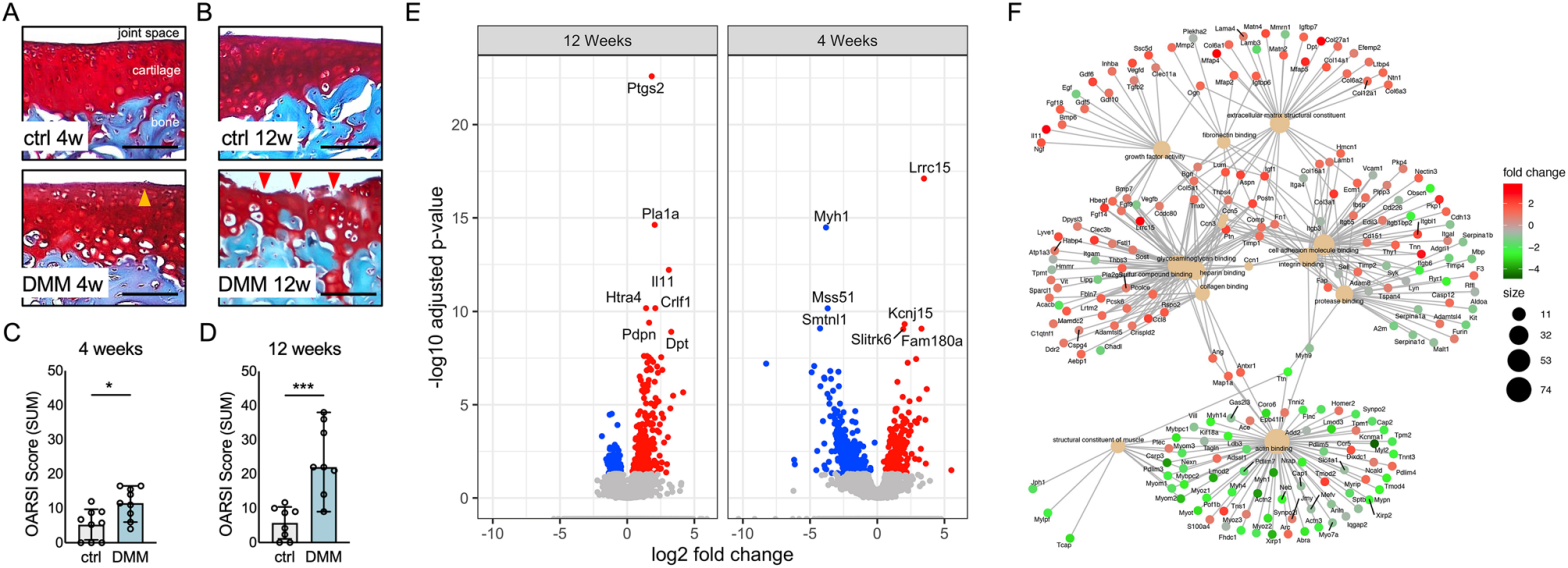
The progression of osteoarthritis after DMM is accompanied by transcriptional changes in articular cartilage. Representative Safranin O-stained histological sections of mouse cartilage at (**A**) 4 and (**B**) 12 weeks after surgical induction of OA (original magnification × 20, scale bar = 50 μm). Arrowheads indicate areas of proteoglycan depletion and minor fibrillation (orange, 4 weeks), or loss of surface and structural damage (red, 12 weeks). Graphs represent the OARSI (SUM) cartilage degradation scores for (**C**) 4 (n = 9/ea) and (**D**) 12 (n = 8/ea) weeks. *p < 0.05 and ***p < 0.001 by Mann–Whitney. (**E**) Volcano plot representing significantly differentially expressed genes (adjusted p-value < 0.05) identified by RNA-seq analyses of microdissected cartilage tissues retrieved at 4 and 12 weeks after DMM surgery (n = 3 per condition and per time point). Log fold-changes in the OA (DMM operated) vs. control limbs are shown for each time point. Red indicates high expression in the OA samples. Blue indicates high expression in the control samples. (**F**) A gene concept network of functional enrichment showing genes with increased (red) and decreased (green) expression in OA cartilage from top enriched functions in cartilage tissues after surgical induction of OA.

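Articular cartilage was microdissected from the tibial plateaus and femoral condyles of mice whose right knee had undergone destabilization of the medial meniscus (DMM), a surgical model of post-traumatic OA, and from their unoperated left knees, which served as controls. Tissue from 3 knees was pooled for each RNA library, and 3 control and 3 DMM libraries were collected at 4 weeks and again at 12 weeks after surgery. The paper's methods describe full-length cDNA made with the SMART-Seq v4 kit and libraries made with Nextera XT, whereas the labels of the samples describe poly(A) libraries. The authors trimmed the reads with FLEXBAR, aligned them to the mouse genome with STAR and counted them on RefSeq transcripts with featureCounts, and they deposited these raw counts without normalization. Each library lists the same RefSeq transcripts, 26570 of them protein coding and 3478 non-coding. A total of 3940 genes have more than 1 transcript, so a gene can be counted more than once when transcripts are counted. At 4 weeks the control libraries held 47843461 to 50066012 counts (median 49402999) and the DMM libraries 33105311 to 42964188 (median 33652638). At 12 weeks the control libraries held 35284404 to 62737656 counts (median 41088667) and the DMM libraries 27706547 to 47118148 (median 44366486). Each time point was tested separately with edgeR's quasi-likelihood test after TMM normalization, over the transcripts that passed edgeR's filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. Expression is given in CPM, counts relative to the library total scaled by its TMM factor. The test was also run on simulated libraries with the depth of the real ones and the spread that edgeR estimated for each transcript. With transcripts changed by 1.5 on the log2 scale, it recovered 111 of 196 (56.6%) at 4 weeks and 145 of 198 (73.2%) at 12 weeks. Transcripts were simulated independently, without variation that many of them share. These shares are therefore not the power of the test on the real libraries.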

Next, we used RNAseq to evaluate changes in gene expression in total RNA extracts from microdissected cartilage collected at 4 and 12 weeks after DMM. 

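At 4 weeks, 16 of the 21140 transcripts tested had an adjusted p-value under 0.05 in edgeR's test, 13 of them higher and 3 lower in DMM than in control cartilage. These transcripts belong to 5 genes, Lrrc15 and Kcnj15, which were higher, and Myh1, Igfn1 and BC018473, which were lower. With 1 transcript per gene, no gene passed the threshold at 4 weeks. At 12 weeks, 1 of the 21010 transcripts tested, that of Ptgs2, passed the threshold. Before adjustment, 2891 transcripts at 4 weeks and 3430 at 12 weeks had a p-value under 0.05. The choice of test moved these counts most. In DESeq2, which the paper's methods name, 747 transcripts of 534 genes had an adjusted p-value under 0.05 at 4 weeks (287 transcripts higher and 460 lower), and 866 transcripts of 590 genes at 12 weeks (552 higher and 314 lower). The paper states that both limbs came from the same mice, but its text does not say whether control and DMM pools of one replicate number did. With the replicate number as a block in edgeR's model, 354 transcripts were called at 4 weeks, 45 higher and 309 lower, and 734 at 12 weeks, 479 higher and 255 lower. All 3 DMM libraries lay above or below all 3 control libraries in 3283 of 15539 genes (21.1%) at 4 weeks and in 2858 of 15438 genes (18.5%) at 12 weeks. Chance gives 10% on average, but genes are not independent, so these shares alone do not show an effect of DMM. Splits that mix the limbs gave up to 5438 transcripts at an unadjusted p-value under 0.05 at 4 weeks and up to 3960 at 12 weeks. With each library left out in turn, edgeR's count ranged from 0 to 118 transcripts at 4 weeks, the 118 without control replicate 3, and from 0 to 860 at 12 weeks, the 860 without control replicate 2. At 4 weeks the Kcnj15 transcript with the most counts (NR_073406) was at 4.02 ± 0.705 CPM (SD, n = 3) in control and 16.4 ± 3.75 CPM (SD, n = 3) in DMM cartilage, a log2 fold change of 2.03 (standard error 0.25, adjusted p = 0.0491 in edgeR's test). Igfn1 and BC018473 had at most 3 counts in every DMM library, so their change is a lower bound, at least 16.0-fold lower for Igfn1 and at least 36.7-fold lower for BC018473. Myh1, a skeletal muscle myosin, fell from 131 ± 61.0 CPM to 9.30 ± 3.75 CPM (SD, n = 3 each), and all 30 genes of a list of skeletal muscle genes were lower in DMM than in control cartilage at this time point.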

Comparing DMM-operated (n = 3 per time-point) and non-operated control limbs (n = 3 per time-point) from the same mice, we identified 529 and 583 differentially expressed genes (DEGs, Benjamini-Hochberg (BH) adjusted p-value < 0.05) at 4 and 12 weeks after DMM, respectively (Fig. 1E and Supplementary Table S1). 

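No transcript passed edgeR's threshold at both 4 and 12 weeks. Of the 20738 transcripts tested at both time points, 452 had an unadjusted p-value under 0.05 at each, and 396 of these changed in the same direction, 310 of them upward. Among the transcripts that DESeq2 called, 664 were called at 4 weeks only, 783 at 12 weeks only and 83 at both, where 29.8 would be called at both if the time points were independent (Fisher's exact test, two-sided, p = 2.09e-17; transcripts of 1 gene share reads and are not independent). These 83 transcripts belong to 55 genes, and 81 of them were higher in DMM cartilage at both time points. The other 2 changed in opposite directions.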

We identified 474 DEGs unique to early OA (4 weeks), 528 DEGs unique to more established OA (12 weeks), and 55 DEGs common to both 4 and 12 weeks (Supplementary Figure S1). In addition to uncovering novel genes with potential relevance to the early phases of OA disease (including *Lrrc15* or *Lrrc1*7), our RNAseq analyses confirmed changes in the expression of genes with known associations to OA, including *Aspn*, *Adamts16, Mmp3* and *Ptgs2* (see Supplementary Table S1 and references^8,17–20^). 

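Lrrc15 (RefSeq NM_028973) lies on chromosome 16 of GRCm38 and encodes a transmembrane protein with leucine-rich repeats. At 4 weeks it was at 1.59 ± 0.591 CPM (SD, n = 3) in control and 17.6 ± 4.38 CPM (SD, n = 3) in DMM cartilage, a log2 fold change of 3.48 (standard error 0.36, adjusted p = 0.0491 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn the log2 fold change stayed between 3.19 and 3.72. The adjusted p-value in edgeR's test was above 0.05 without control replicate 2 (0.213) and without DMM replicate 1, 2 or 3 (0.141, 0.149 and 0.254). With all transcripts tested, the 13 called higher at 4 weeks belonged to Lrrc15 and Kcnj15. With 1 transcript per gene, no gene was called at 4 weeks, Lrrc15 included. Over all the alternatives the adjusted p-value of Lrrc15 ran from 7.87e-18 in DESeq2 to 0.781 with a skeletal muscle score as a covariate. At 4 weeks this score was lower in every DMM than in every control library, so that fit can hardly tell muscle from limb. At 12 weeks Lrrc15 rose by 3.23 on the log2 scale (standard error 0.71, adjusted p = 0.211 in edgeR's test). Lrrc17 (NM_028977) rose from 9.35 ± 4.96 CPM to 31.2 ± 5.39 CPM at 4 weeks (SD, n = 3 each), a log2 fold change of 1.75 (standard error 0.42, adjusted p = 0.252 in edgeR's test). The log2 fold changes of Aspn, Adamts16 and Mmp3 at 4 weeks were 2.21, 1.82 and 3.68, with adjusted p-values of 0.252, 0.270 and 0.203 in edgeR's test, and those at 12 weeks were 2.07, 2.00 and 2.13, with adjusted p-values of 0.211, 0.155 and 0.184. Ptgs2 had a log2 fold change of 1.14 (standard error 0.26, adjusted p = 0.246 in edgeR's test) at 4 weeks and of 1.83 (standard error 0.15, adjusted p = 0.0329) at 12 weeks. For each of these 6 genes at both time points, every DMM library was above every control library (exact permutation test, two-sided, p = 0.1 for each gene and time point, the smallest p that 3 libraries against 3 allow), and DESeq2 called each of them at both time points. Of the 75 genes named by the paper that could be tested, 45 were higher and 30 lower in DMM cartilage at 4 weeks, and 58 were higher and 17 lower at 12 weeks.

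**Figure D1:**
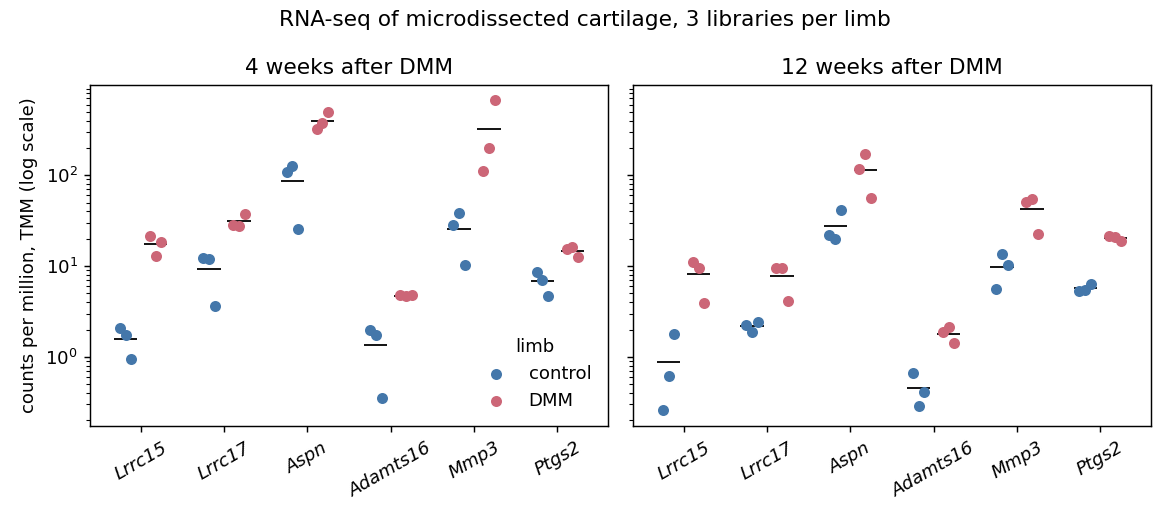
Expression of Lrrc15, Lrrc17, Aspn, Adamts16, Mmp3 and Ptgs2 at 4 weeks (left) and 12 weeks (right) after DMM, in TMM-scaled CPM on a log axis. Each point is a library (blue, control; red, DMM), each line is the mean of 3 libraries, and for every gene the 3 DMM libraries lie above the 3 control libraries.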

Gene ontology (GO) analyses integrating DEGs at 4 and 12 weeks showed enrichment of biological processes, cell components, and molecular functions relevant to cartilage development, ossification, and hypertrophy in OA (see Supplementary Figure S2 and Supplementary Table S2), consistent with previous reports^7–9^. 

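Lists of marker genes for cartilage, ossification and the tissues next to cartilage were tested in the same libraries with limma's camera, a test of whether the genes of a list change more than the other genes, with Benjamini-Hochberg adjustment over 10 lists and both time points. A list of 16 hypertrophy and ossification genes had a median log2 fold change of 0.10 at 4 weeks (9 genes higher, adjusted p = 0.658 in limma's camera) and of 0.64 at 12 weeks (15 genes higher, adjusted p = 2.32e-06). The 12 osteoblast and osteocyte genes, 7 of which are also in the first list, had medians of 0.18 at 4 weeks (9 genes higher, adjusted p = 0.0908) and 0.36 at 12 weeks (9 genes higher, adjusted p = 0.0021). The 20 chondrocyte genes moved in opposite directions, with a median of -0.77 at 4 weeks (16 genes lower, adjusted p = 1.72e-04) and 0.61 at 12 weeks (18 genes higher, adjusted p = 4.67e-04). At 12 weeks the rise averaged over a list depended on control replicate 3, without which it went from 0.52 to 0.17 on the log2 scale for the chondrocyte genes and from 0.36 to 0.17 for the osteoblast and osteocyte genes. Camera presets the correlation between the genes of a list at 0.01. With limma's fry, which keeps the correlation that the libraries show, none of these lists had an adjusted p-value under 0.05 at either time point. Adjusted over the list alone, edgeR's test called 4 hypertrophy and ossification genes and 4 osteoblast and osteocyte genes at 12 weeks, all higher, and 1 chondrocyte gene at 4 weeks, lower, and no gene of these 3 lists was called over all genes tested. From the GO terms enriched among the DEGs of both time points, the paper states that the DEGs are relevant to cartilage development, ossification and hypertrophy.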

Category network (cnet) analyses confirmed these observations and highlighted the contribution to OA of networks relevant to ECM assembly and signaling (Fig. 1F).

### The progression of osteoarthritis after DMM surgery is accompanied by changes in methylation patterns in articular cartilage

OA chondrocytes undergo phenotypic and functional alterations that are in part driven by changes in DNA methylation^2^, including changes in 5hmC following DMM^8^. To evaluate how the structural and transcriptomic changes following DMM are associated with changes in 5mC and 5hmC, we conducted Reduced Representation Oxidative Bisulfite Sequencing (RRoxBS) analyses^21,22^. These analyses uncovered significant differences in hyper- and hypo-methylation at 4 and 12 weeks after DMM (Supplementary Figure S3). 

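In RRoxBS, genomic DNA is digested with MspI, which cuts at CCGG and so enriches CpG-rich fragments, and each library is sequenced in 2 forms. Bisulfite sequencing (BS) reads 5mC and 5hmC alike as C, whereas oxidation before bisulfite conversion (oxBS) leaves only 5mC read as C, so the oxBS percentage measures 5mC and the BS percentage minus the oxBS percentage measures 5hmC. Cartilage from 3 knees was pooled for each DNA sample, from other mice than those used for RNA-seq, and 3 control and 3 DMM samples were sequenced in both forms at each time point. Libraries were combined in pools of 6 before the oxidation step. The authors called methylation with an in-house pipeline, and their deposited values give, for each cytosine of a CpG and each strand, the coverage and the percentage of reads with C or T. The lowest coverage in every file was 10 reads. The oxBS libraries held between 1463987 and 2186301 cytosines. Their median coverage at 4 weeks was 45, 102 and 38 reads in control replicates 1, 2 and 3 and 87, 22 and 59 reads in DMM replicates 1, 2 and 3, and at 12 weeks it was 48, 28 and 32 reads in the control and 72, 31 and 42 reads in the DMM replicates. The BS libraries had median coverages of 19 to 75 reads. Of 2198075 positions checked against GRCm38, 2195107 were cytosines of a CpG. The percentage of C left on the mitochondrial genome, which is read as unmethylated, was between 0.284% and 0.742%. For each cytosine covered by at least 10 reads in all 6 oxBS libraries of a time point (all 12 libraries for 5hmC), the pooled methylated and unmethylated reads of the DMM and control libraries were compared by a likelihood ratio test of a logistic model. A difference of at least 25 percentage points with a Benjamini-Hochberg q-value under 0.05 was counted as a DMC. Pooling the reads gives the deepest library the largest weight, and the test treats reads, not libraries, as the units. On simulated reads with 200 cytosines changed by 40 points, it recovered 200 of them at the depth of the 4-week libraries and 194 at that of the 12-week libraries. It recovered 197 and 190 when the simulated libraries also had the average spread of the real ones. Among unchanged cytosines it called 0 and 2 without this spread, but 149 at 4 weeks and 29 at 12 weeks with it. Spread between libraries thus produced false calls in this test.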

Using at least a 25% methylation difference and q-value of less than 0.05 in comparisons between DMM and control samples, we identified 842 differentially methylated 5mCs and 318 5hmCs at 4 weeks after DMM, and a pronounced increase in the number of differentially methylated cytosines (DMCs) at 12 weeks. This was particularly evident for 5mCs, with 3614 differentially methylated 5mCs at 12 weeks and 480 differentially methylated 5hmCs (Supplementary Table S3).

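With the reads as deposited, 8 of 1444973 cytosines tested for 5mC at 4 weeks met both thresholds, 3 of them higher and 5 lower in DMM cartilage. For 5hmC, 112 of 1286018 cytosines met both thresholds, 67 of them higher and 45 lower. Before adjustment, 115874 cytosines for 5mC and 240280 for 5hmC had a p-value under 0.05. The 5mC count depended most on control replicate 2, the library with the highest coverage. Without it 3039 cytosines were called, 428 higher and 2611 lower in DMM, and across the 6 fits that each left out 1 library the count ranged from 5 to 3039. For 5hmC it ranged from 186 to 1124 in these fits, with 1124 when DMM replicate 1 was left out. The direction of the 5hmC DMCs depended on control replicate 1, without which 86 of 218 were higher and 132 (60.6%) lower. With a correction for overdispersion, which lets the spread between the libraries of a limb widen the test, no cytosine was called for either mark, although 8193 for 5mC and 37426 for 5hmC had an unadjusted p-value under 0.05. With each library's coverage scaled up to the median of the deepest library, 843 cytosines were called for 5mC (195 higher and 648 lower in DMM), a setting chosen after the data were seen.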

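At 12 weeks, 2892 of 1273121 cytosines tested for 5mC were DMCs, 344 higher and 2548 lower in DMM cartilage, so that 88.1% of the DMCs were hypomethylated. For 5hmC, 467 of 1182985 cytosines were DMCs, 392 of them higher and 75 lower. Unadjusted p-values under 0.05 were found at 120006 cytosines for 5mC and 171375 for 5hmC. With each library left out in turn, the number of 5mC DMCs ranged from 1641 without DMM replicate 1 to 5720 without control replicate 2, and between 82.6% and 90.1% of them were lower in DMM. The number of 5hmC DMCs ranged from 919 without control replicate 3 to 1559 without control replicate 2, and their direction depended on control replicate 1, without which 669 of 1491 were higher and 822 (55.1%) lower. When the spread between libraries entered the test as overdispersion, no DMC was left for 5mC (25124 cytosines at an unadjusted p-value under 0.05) or 5hmC (29909 cytosines). The labels of the 12-week DNA samples have 3 styles of title, 1 shared by control replicate 2 and DMM replicate 1, 1 of the other control samples and 1 of the other DMM samples. With control replicate 2 and DMM replicate 1 as a stratum of the test, which was chosen after the data were seen, 2235 cytosines were called for 5mC, 2227 of them among the 2892, and with both of these samples left out 1433 were called. Among the other 4 samples the style of title and the limb cannot be told apart. The numbers of cytosines past the thresholds at 4 and 12 weeks were not compared by a test.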

The impact of 5hmC in OA has been reported using the DMM model and *Tet1* deficient mice^8^. Thus, we focused on true methyl data (5mC) for our downstream analyses. First, we used 5mC data to identify differentially methylated regions (DMRs). We defined DMR as a genomic region with at least 3 CpGs within 100 bp, where at least 1 CpG is significantly differentially methylated (25% 5mC methylation difference and q value < 0.01). The overall differential methylation of 5mC averaged at least 20% across all the CpGs in this DMR. We identified 89 DMRs associated with 90 unique gene symbols at 4 weeks, and 756 DMRs associated with 489 unique gene symbols at 12 weeks, with 9 common DMRs (Fig. 2A and Supplementary Table S4). 

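Regions were built from the tested cytosines as chains of at least 3 CpGs with gaps of at most 100 bp. Each had at least 1 CpG at a difference of 25 points and a q-value under 0.01, and a mean difference of at least 20 points. This is 1 reading of the definition in the text and is called the stated definition below. A chain can run past 100 bp, and the other reading, a window of 100 bp with at least 3 CpGs, was not run. At 4 weeks no region met this definition. Without control replicate 2, 296 regions did, 252 of them lower in DMM. At 12 weeks 323 regions met it, 288 lower and 35 higher in DMM, with a median of 4 CpGs over 72 bp. With each region assigned to the genes it overlapped, or else to the nearest gene within 10 kb, 284 genes had a region, 240 of them by overlap. The number of regions ranged from 98 without DMM replicate 1 to 521 without control replicate 2. The largest falls were at chromosome 15, 59746232 to 59746282 (GRCm38), where 5mC was 72.3% ± 8.76 in control and 36.6% ± 2.24 in DMM cartilage (SD, n = 3 each, coverage 10 to 25 reads), with no gene within 10 kb, and at chromosome 3, 121552717 to 121552756, in Gm40135, where it was 53.1% ± 15.1 and 16.6% ± 8.22 (SD, n = 3 each, 10 to 24 reads). The largest rises were at chromosome 14, 70775475 to 70775486, in Dok2, from 45.6% ± 8.32 to 74.7% ± 6.56 (SD, n = 3 each, 19 to 53 reads), and at chromosome 2, 35732879 to 35732908, 1885 bp from Dab2ip, from 24.3% ± 5.63 to 54.0% ± 7.76 (SD, n = 3 each, 12 to 30 reads). The published regions were also measured as they stand. All 89 regions of the 4-week list changed in the published direction, with a median pooled difference of -13.9 points, and 7 of them reached 20 points. The paper chose these regions by their difference in the same libraries. Of the 756 regions of the 12-week list, 563 reached 20 points, and the median was -21.0 points. The 9 regions common to both lists, in or near Agap1, Vash2, Gm46200, Kat6b, Gm41236, Slc27a3, Dlx6 and Abhd2 and at chromosome 2, 147560573 to 147560795, changed by -16.5 to -10.8 points (7 regions) or by 13.9 to 16.8 points (the 2 at Dlx6 and Gm41236) at 4 weeks, and by -25.0 to -20.2 points or by 23.5 to 23.8 points at 12 weeks.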

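The genes that the paper names for collagen binding, extracellular matrix structural constituent and integrin binding, Aspn, Itgb1, Lrrc15, Smad3, Col4a1, Col5a1, Col6a3, Itgb3, Itgb4 and Timp2, were taken together. At 4 weeks 8 of these 10 genes were higher in DMM than in control cartilage, with a median log2 fold change of 0.48, and at 12 weeks 9 were higher, with a median of 0.84. Col5a1 rose by 0.92 on the log2 scale at 4 weeks (standard error 0.19, adjusted p = 0.218 in edgeR's test) and by 0.99 at 12 weeks (standard error 0.24, adjusted p = 0.211). Col6a3 rose by 1.02 at 4 weeks (standard error 0.29, adjusted p = 0.266 in edgeR's test) and by 1.31 at 12 weeks (standard error 0.26, adjusted p = 0.150). Itgb3 fell at both time points, from 75.1 ± 6.37 CPM to 45.8 ± 6.48 CPM at 4 weeks (SD, n = 3 each) and from 127 ± 60.6 CPM to 63.5 ± 12.6 CPM at 12 weeks (SD, n = 3 each), where the groups overlapped. Itgb1 rose by 0.58 at 4 weeks and by 0.04 at 12 weeks, and Col4a1 by 0.01 and 0.38, and at 12 weeks the libraries of the 2 limbs overlapped for both genes. DESeq2 called 5 of the 10 genes at each time point, 4 of them higher at 4 weeks and all 5 higher at 12 weeks. Within 10 kb of Smad3, Col5a1, Col6a3 and Timp2 a region of lower 5mC was found at 12 weeks, with mean differences of -25.7, -23.5, -27.5 and -20.7 points.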

Functional integration of DEGs and DMRs at 4 and 12 weeks via GO categories revealed 58 overlapping biological processes (Fig. 2B), and 6 overlapping molecular functions (Fig. 2C) significantly enriched in OA cartilage, including collagen binding (with *Aspn*, *Itgb1*, *Lrrc15*, or *Smad3*), extracellular matrix structural constituent (including *Aspn*, *Col4a1*, *Col5a1*, or *Col6a3*), or integrin binding (with *Itgb1*, *Itgb3*, *Itgb4* or *Timp2*). See Table 1 for a list of selected GO categories, and Supplementary Table S5 for a complete list of GO categories. Functional analyses using the 4- and 12-week significant genes based on DMR and DEG data showed that biological processes (Fig. 2D) and molecular functions (Fig. 2E) relevant to ECM constituents, enzymatic binding and activity, or growth factor and cytokine binding were differentially enriched in the OA cartilage samples.

**Figure 2:**
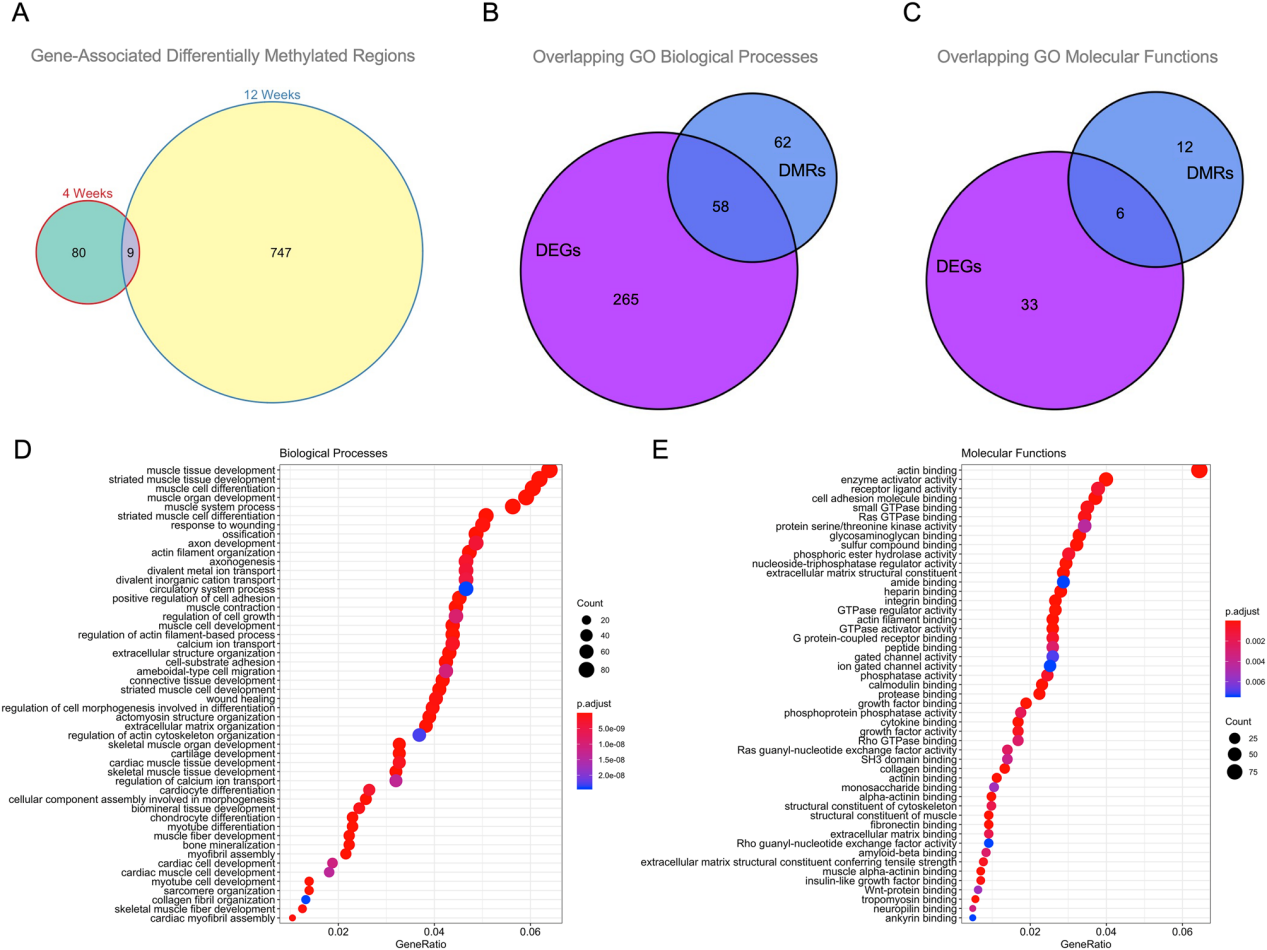
RRoxBS analyses identified changes in 5mC and 5hmC in mouse cartilage isolated after surgical induction of OA. (**A**) Changes in gene-associated, differentially methylated regions (DMRs, 25% difference in methylation and q value < 0.05) in microdissected cartilage at 4 and 12 weeks after induction of OA. Overlapping significantly enriched (**B**) Biological Processes and (**C**) Molecular Functions comparing gene expression (RNA-seq) and DNA methylation (RRoxBS, 5mC). Representation of the (**D**) Biological Processes (top 50) and (**E**) Molecular Functions significantly enriched (FDR < 0.05) for all significant genes, using differentially methylated regions (DMRs) and differentially expressed genes (DEGs) in OA vs. non-OA mouse cartilage samples.

**Table 1:** Functional integration of differentially expressed genes and differentially methylated regions.

ID	Description	p.adjust.DMRs	p.adjust.DEGs
**Biological processes**			
GO:0030198	Extracellular matrix organization	4.94528E−06	1.36E−09
GO:0043062	Extracellular structure organization	4.94528E−06	2.90E−10
GO:0031032	Actomyosin structure organization	2.83234E−05	1.20E−13
GO:0010769	Regulation of cell morphogenesis involved in differentiation	4.11917E−05	4.38219E−05
GO:0031589	Cell-substrate adhesion	4.97571E−05	1.76E−08
GO:0032970	Regulation of actin filament-based process	5.90698E−05	3.33326E−06
**Molecular functions**			
GO:0005518	Collagen binding	0.001358102	1.06334E−05
GO:0003779	Actin binding	0.001358102	2.89E−19
GO:0008201	Heparin binding	0.001708286	4.36E−11
GO:0005201	Extracellular matrix structural constituent	0.002977544	5.50E−15
GO:0005178	Integrin binding	0.003146782	1.53E−12
GO:0050839	Cell adhesion molecule binding	0.005629405	1.85E−12

Summary of the Gene Ontology (GO) Biological Processes (BP) and Molecular Functions (MF) categories identified using differentially expressed genes (DEGs) and differentially methylated regions (5mC, DMRs). The table includes 6 of the top Biological Processes (out of a total of 58) and all identified Molecular Functions, including the adjusted p values (p.adjust) for DMRs and DEGs.

Along with our transcriptomic data (Fig. 1), these epigenomic changes are in agreement with reports that highlight the importance to OA of biological processes and molecular functions relevant to ECM assembly and signaling^7^. Together, our transcriptomic and epigenomic analyses confirmed the changes in gene expression and DNA methylation reported using human samples and murine tissues^6,7,19,23–27^ and further confirm that the progression of OA is accompanied by time-dependent changes in the transcriptome and DNA methylome of articular cartilage, in agreement with recent reports^8^.

### Integrative analyses and interrogation against human datasets uncovered the *Lrrc15* gene as a potential novel target in early OA

Structural changes in established OA can affect downstream genomics analyses due to the loss of specific chondrocyte (sub)populations^28^. Thus, we focused on the 4-week samples for additional comparisons, aiming to minimize the impact of cartilage loss and to identify early changes.

First, we performed correlative analyses using our RNAseq and RRoxBS data to identify genes with changes in expression and DNA (5mC) methylation at 4 and 12 weeks after DMM (Fig. 3A). 

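At 12 weeks, none of the 284 genes to which a region built by the stated definition was assigned was called by edgeR. Among the genes that DESeq2 called, an overlap chosen after the data were seen, 21 had such a region, where 7.56 would be found if the 2 sets were independent among the 13742 genes that were tested for expression and carried enough tested CpGs for a region (Fisher's exact test, two-sided, p = 2.28e-05). Genes with many tested CpGs have more chances to carry a region, so regions were also drawn at random among stretches with as many CpGs. The random sets touched a mean of 10.0 called genes, and 6 of 10000 sets touched 21 or more (permutation of the regions, one-sided, p = 7.0e-04). In 20 of the 21 genes 5mC and expression changed in opposite directions. Lower 5mC went with higher expression in 18 genes, among them Aebp1, Antxr1, Col5a1, Col6a3, Fmod, Gdf5 and Timp2, and higher 5mC with lower expression in Cyfip2 and Stk4, while Dnmt1 had lower 5mC and lower expression (Fisher's exact test of direction, two-sided, p = 0.0143). At 4 weeks no region met the definition, so no gene had both. Of the 30 genes of Fig. 3A, which the paper chose as DEGs in these libraries, 21 were higher and 9 lower in DMM cartilage at 12 weeks, and 15 were higher and 15 lower at 4 weeks.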

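The 4-week region assigned to Lrrc15 covers 50 bp of chromosome 16 of GRCm38, with its first CpG cytosine at 30278631 and the plus-strand sequence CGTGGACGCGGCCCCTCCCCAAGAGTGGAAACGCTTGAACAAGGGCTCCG. Lrrc15 lies on the minus strand from 30269302 to 30283254 and has 2 exons, from 30283168 to 30283254 and from 30269302 to 30274522, and its coding sequence (30272780 to 30274519) is in exon 2. The region is in the intron, 4575 bp from the start of the gene. Its 5 CpG cytosines, all read on the minus strand, were covered by 10 to 27 oxBS reads per library at 4 weeks. Averaged over the 5 CpGs, 5mC was 58.2%, 56.4% and 60.0% in control replicates 1, 2 and 3 and 59.9%, 32.3% and 40.8% in DMM replicates 1, 2 and 3. The means were 58.2% ± 1.82 (SD, n = 3) in control and 44.3% ± 14.2 (SD, n = 3) in DMM cartilage (exact permutation test, two-sided, p = 0.3; 3 libraries against 3 cannot go below 0.1). With the reads of each limb pooled, the mean difference was -10.7 points. The CpG at 30278639 differed most, with 82.7% of 52 control reads and 65.0% of 40 DMM reads methylated, a difference of -17.7 points (q = 0.626 in the likelihood ratio test), and the smallest difference was -2.08 points at 30278662. DMM replicate 1 was near the control libraries. Without it the pooled difference was -20.5 points, and without DMM replicate 2 it was -4.91 points. With coverage scaled to the deepest library, chosen after the data were seen, the pooled difference was -17.7 points and the q-value at 30278639 was 0.00236, while the exact p-value of the library means was 0.4.

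**Figure D2:**
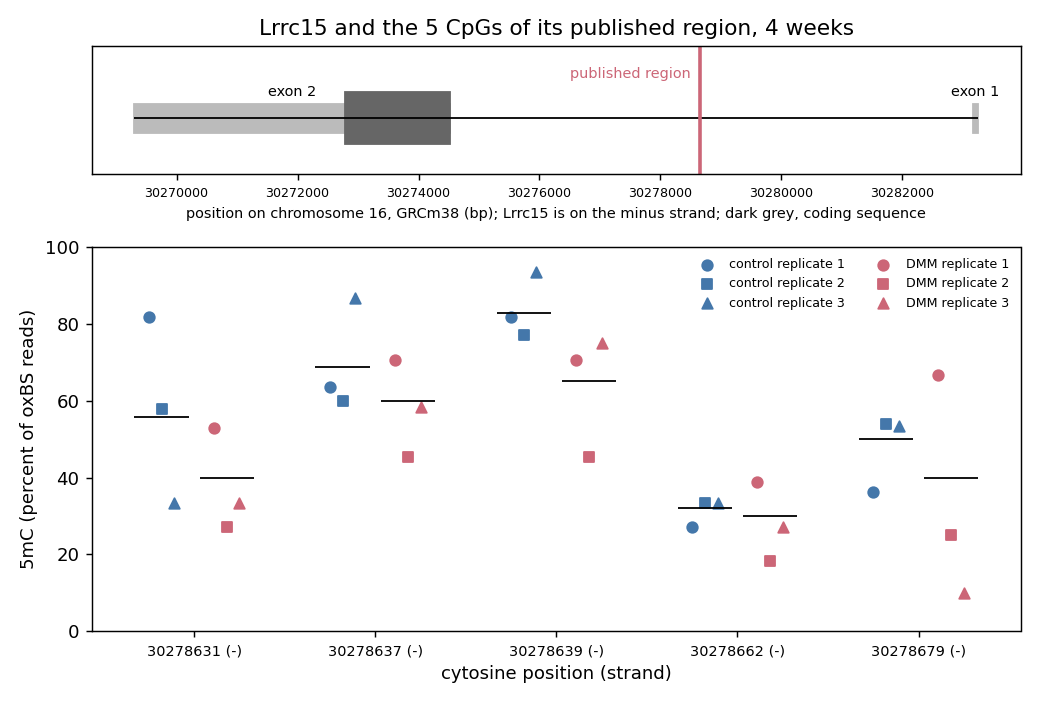
Top, the Lrrc15 gene on chromosome 16 of GRCm38 (position in bp), with its 2 exons, the coding sequence in dark grey and the region in red, inside the intron. Bottom, 5mC in percent of oxBS reads at the 5 CpG cytosines of the region at 4 weeks, 1 point per library (blue, control; red, DMM; shapes, replicates), with lines at the percentage of the pooled reads of each limb; DMM replicate 1 lies near the control libraries.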

Leucine Rich Repeat Containing (Lrrc) 15 emerged as the gene with the strongest inversal correlation between hypomethylation and increased gene expression at 4 weeks in our dataset (Fig. 3A, Lrrc15 highlighted in red). 

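Lrrc17 lies on chromosome 5 of GRCm38 from 21543527 to 21575911, and 9 CpG cytosines within the gene or 10 kb of it were covered in all oxBS libraries at 4 weeks. None of them was a DMC, the largest difference between DMM and control cartilage was 8.24 points, and the lowest q-value was 0.599 (lowest unadjusted p = 0.0287). At 12 weeks, 10 cytosines were covered and again none was a DMC, with a largest difference of 18.0 points and a lowest q-value of 0.200. At these few CpGs, other parts of the gene were not measured. Lrrc17 expression at 12 weeks was 2.19 ± 0.283 CPM in control and 7.72 ± 3.16 CPM in DMM cartilage (SD, n = 3 each), a log2 fold change of 1.82 (standard error 0.34, adjusted p = 0.140 in edgeR's quasi-likelihood test).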

We confirmed increased *Lrrc15* expression at 4 weeks after DMM by RTqPCR (Fig. 3B), which also confirmed changes in *Lrrc17* mRNA (Fig. 3C), another LRRC gene identified by RNAseq as differentially expressed in human and mouse OA tissues (Supplementary Figure S1), but having no change in 5mC methylation.

**Figure 3:**
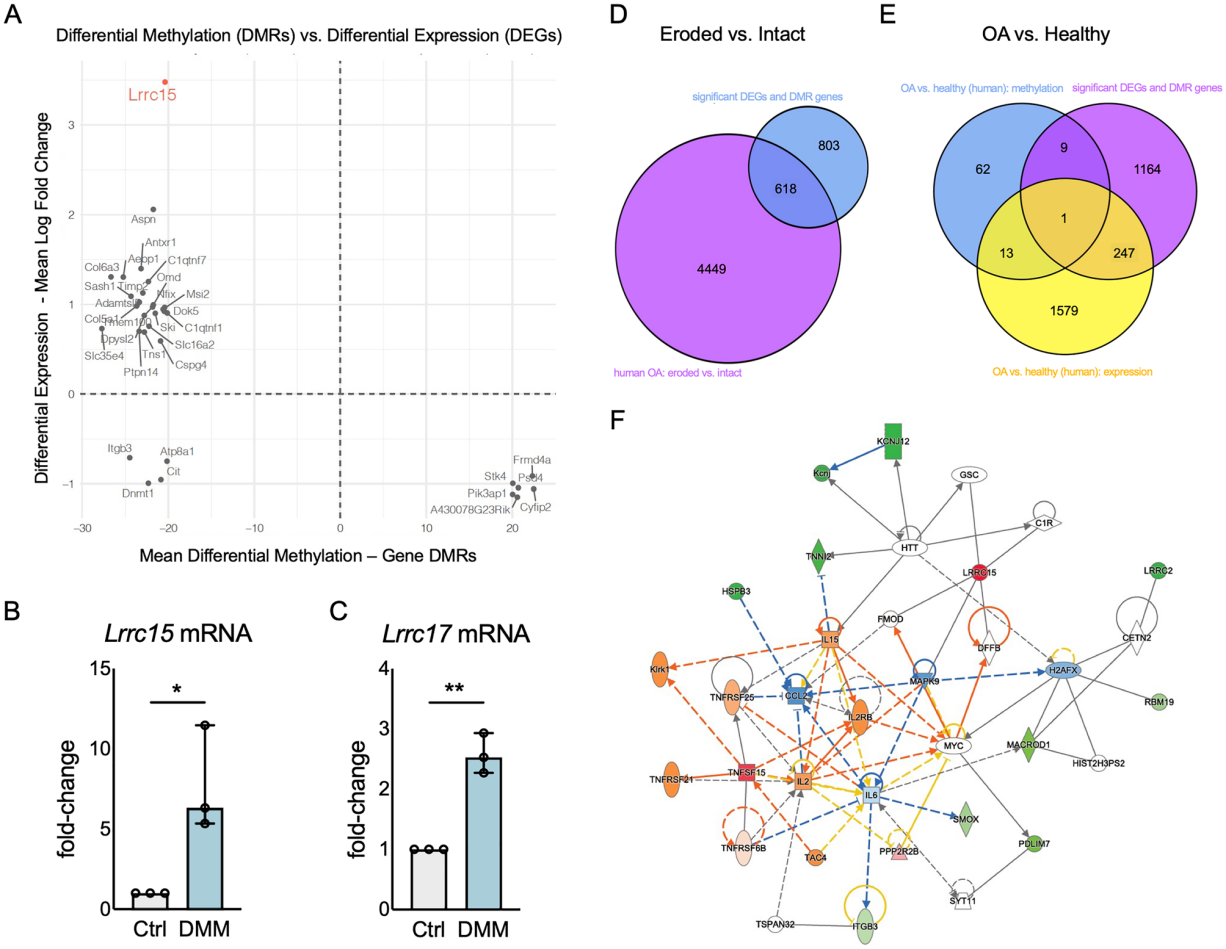
Lrrc15 is differentially methylated and differentially expressed in mouse OA cartilage. (**A**) Co-representation of differential expression (y axis, shown as mean Log Fold Change) and differential methylation (x axis, shown as mean differential methylation in gene associated DMRs) of genes with significant differential expression and methylation at 4 and 12 weeks. Lrrc15 is highlighted in red as the gene with the highest correlation between increased expression and reduced 5mC at 4 weeks. RTqPCR analyses of (**B**) Lrrc15 and (**C**) Lrrc17 mRNA in mouse cartilage samples at 4 weeks after surgical induction of OA (n = 3/ea). Data are shown as fold-change vs. controls (set as 1). *p < 0.05 by t-test. Venn diagram depicting unique and overlapping differentially expressed genes (DEGs) and differentially methylated regions (DMRs) obtained from our dataset using microdissected cartilage after DMM and published human datasets from human OA cartilage using (**D**) structurally intact and eroded cartilage and (**E**) healthy and OA cartilage samples. (**F**) Network analyses representing the interaction of Lrrc15 with other genes with differential methylation and expression at 4 weeks after surgical induction of OA. Circles indicate complexes or groups; squares indicate cytokines; diamonds represent enzymes; vertical ovals indicate transmembrane receptors; horizontal ovals indicate transcription regulators. A solid line connecting molecules indicates a direct interaction, and dotted lines indicate indirect interactions. Genes coloured in red are significantly overexpressed and in green are significantly underexpressed. A sub-pathway for upstream and downstream activity prediction is also highlighted, where orange is predicted activation and blue is predicted inhibition. A detailed legend for molecule shapes and interaction is available at https://qiagen.secure.force.com/KnowledgeBase/articles/Basic_Technical_Q_A/Legend.

To identify clinically relevant changes, we interrogated our data against available human datasets. These comparisons highlighted notable disease stage- and platform-dependent differences within human datasets (Supplementary Figure S4). Comparisons with HuGENet (Supplementary Figure S4) identified 28 overlapping genes (out of 168 OA-associated genes), including 9 genes with gene associated-DMRs (Havcr2, Ncor2, Aspn, Tnfrsf11b, Smad3, Tcf7l1, Lrp5, Fos, and Pepd). 

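Published regions in the body of the named gene were found for Fos and Pepd at 4 weeks and for Lrp5, Tcf7l1 and Tnfrsf11b at 12 weeks, and Smad3 had 2 published regions within 10 kb at 12 weeks. The region listed with Aspn lies 18612 bp from that gene, in Cenpp and Omd, and the region listed with Havcr2 lies 144550 bp away, in Cyfip2. Fos had a mean difference of -13.1 points with overlapping libraries, and Pepd one of -15.0 points without overlap. At 12 weeks the mean difference was -20.3 points for Lrp5, -17.4 points for Tcf7l1, -23.4 points for Tnfrsf11b, -20.7 points for the region listed with Aspn and 22.2 points for that listed with Havcr2 (these regions were chosen by the paper for their difference in these libraries). Regions built from the deposited reads by the stated definition were found within 10 kb of Smad3 and Tnfrsf11b (-26.5 points) at 12 weeks. At that time point none was found within 10 kb of Lrp5, Tcf7l1 and Havcr2. No cytosine was tested within 10 kb of Aspn, so no region could be found there. For Fos and Pepd, published at 4 weeks, the definition could decide nothing, since no region met it at that time point.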

We further separated the published datasets into two comparator groups: eroded vs. non-eroded OA cartilage^6,18,25,26,29,30^, with 618 overlapping genes (Fig. 3D), and healthy vs. OA cartilage^17,31–33^, with 248 DEGs (including LRRC15) and 10 DMR associated genes overlapping, and Runx1 as the gene at the intersect between methylation and expression in published human datasets and our mouse data (Fig. 3E). See Supplementary Table S6 for details.

These analyses confirmed that LRCC15 expression is increased in human OA cartilage samples, and suggest that differential expression of LRRC15 in OA cartilage may be partly driven by changes in DNA methylation. Our initial network analyses showed that *Lrrc15* is part of the collagen binding network enriched in OA (Fig. 1F). We mined our datasets to evaluate additional interactions of *Lrrc15* with differentially expressed or methylated genes at 4 weeks after DMM. 

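At 4 weeks Fmod rose from 316 ± 155 CPM in control to 799 ± 220 CPM in DMM cartilage (SD, n = 3 each), a log2 fold change of 1.35 (standard error 0.43, adjusted p = 0.298 in edgeR's test). Tnfsf15 rose from 0.221 ± 0.0724 CPM to 1.73 ± 1.02 CPM (SD, n = 3 each), a log2 fold change of 2.93 (standard error 0.54, adjusted p = 0.192 in edgeR's test), and for both genes every DMM library was above every control library. DESeq2 called both (adjusted p = 0.0394 for Fmod and 9.46e-05 for Tnfsf15). Il6 had 48 counts over the 6 libraries, which overlapped, with a log2 fold change of 0.58 (standard error 0.79, adjusted p = 0.731 in edgeR's test and 0.778 in DESeq2), so no difference was detectable at this depth. Gsc and Dffb had log2 fold changes of 0.63 (standard error 0.63) and -0.23 (standard error 0.25) with overlapping libraries. Mapk9 rose by 0.07 (standard error 0.15, adjusted p = 0.842 in edgeR's test). Il2 had too few counts to be tested.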

The regulatory network of molecular interactions using ingenuity pathway shown in Fig. 3F represents the integration and interaction of *Lrrc15* in a molecular network including binding to extracellular matrix constituents (FMOD), transcriptional regulators (GSC, MAPK9) and nucleases (DFFB)^34^; and regulating pro-inflammatory cytokine pathways (increased IL6 and TNFSF15 expression and predicted regulation of IL2, IL2RB and IL15 activation via TNF and TNFR super family members), thus potentially contributing to remodeling, reparative, and developmental processes, as well as stress/inflammatory signaling and apoptosis^35–38^. All the five direct interactions for *Lrrc15* were protein–protein interactions^34^. Thus, our integrative analyses confirmed that the increased expression of *Lrrc15* is conserved in human and mouse OA cartilage and suggest a potential functional involvement of *Lrrc15* in OA disease, as part of a functional network that involves chondrocyte phenotypic changes and coordination of stress responses, including hypertrophic-like changes and extracellular matrix degradative processes.

### LRRC15 immunostaining in human and murine OA cartilage

To further confirm the increased levels of Lrrc15 in OA pathology and its potential functional relevance, we next evaluated the presence of LRRC15 protein in OA cartilage. We retrieved human cartilage samples from patients undergoing total knee replacement for OA (N = 5). Figure 4A shows an example of a Safranin O-stained tissue with relatively intact structure, retaining superficial cartilage. Adjacent serial sections were used for LRRC15 immunostaining, which showed LRCC15 protein distributed throughout all the cartilage zones (Fig. 4B,C and Figure S5). LRRC15 immunostaining was observed in all human OA cartilage samples analyzed, independent of the severity of the structural damage (see Supplementary Figure S5 for additional examples). Similarly, we selected control and DMM-operated mouse knees at 4 weeks after surgery for LRRC15 immunostaining. We stained sections from control (Fig. 4D) and DMM-operated (Fig. 4E) knees with Safranin O/Fast green, and we incubated adjacent sections with anti-LRRC15 antibodies. In agreement with our RNAseq and qPCR data, the DMM-operated tissues showed increased LRRC15 signal relative to control samples (Fig. 4F-I, quantification in Fig. 4J). The increased LRRC15 positive immunostaining was particularly prominent in the deep/calcified cartilage zones in DMM-operated tissues. LRRC15 immunostaining was also very prominent in areas of osteophyte formation in DMM-operated limbs (Fig. 4K), and in the hypertrophic zones in the postnatal growth plates (Supplementary Figure S6). These results confirmed the presence of LRRC15 protein in OA articular cartilage, and further suggested that increased LRRC15 may contribute to disease progression and to changes in OA chondrocyte phenotype and responses.

**Figure 4:**
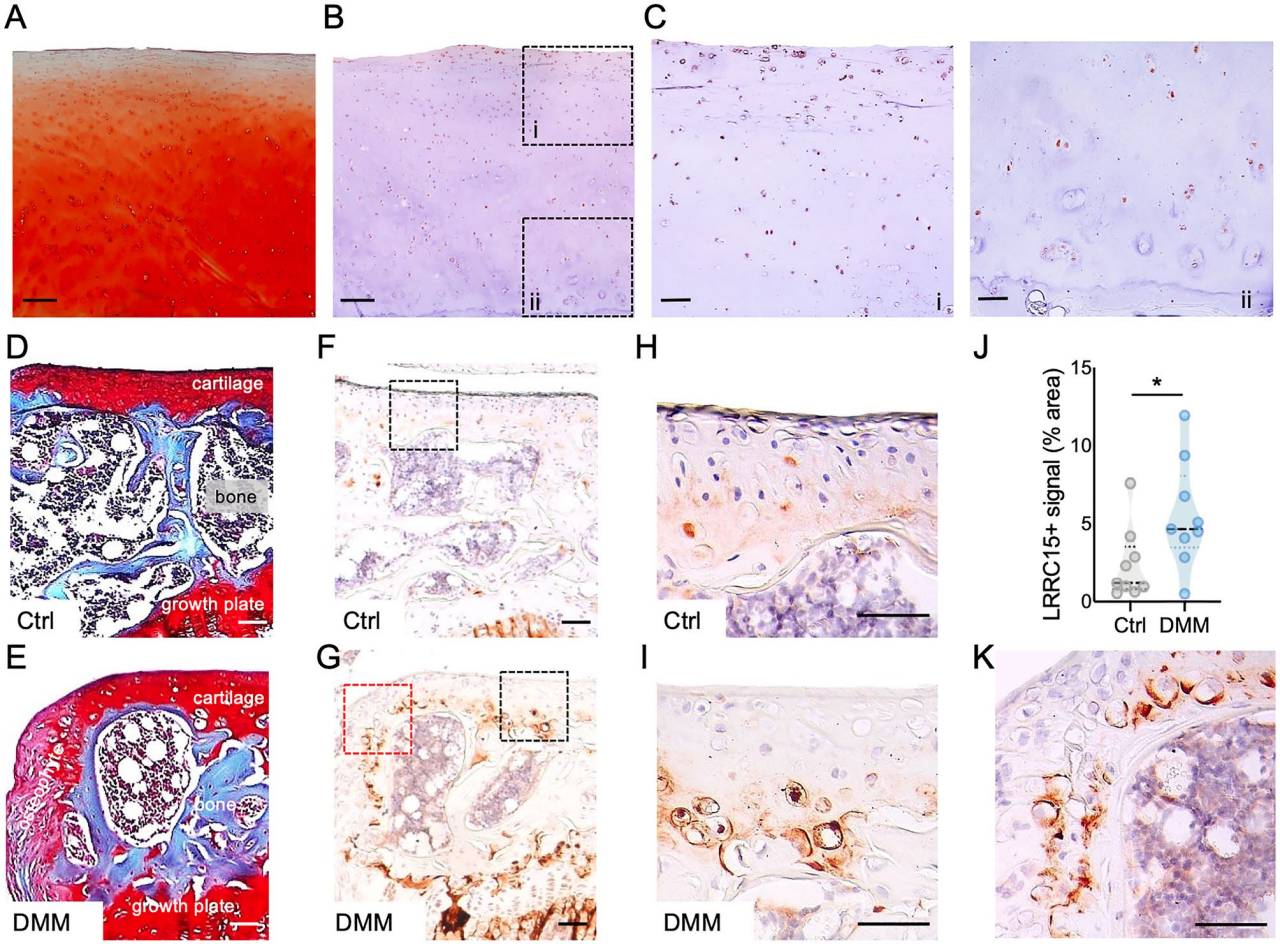
LRRC15 immunostaining in human and mouse OA cartilage. Representative images of (**A**) a Safranin O-stained human OA cartilage specimen, and (**B**) an adjacent section stained with an antibody against LRRC15 (brown indicates positive staining) (4 ×, scale bars = 50 μm). High power view (10 ×) of the (**C**) superficial (upper, i) and deeper (lower, ii) cartilage areas (scale bars = 50 μm). Representative Safranin O-stained (**D**) control (Ctrl) and (**E**) DMM-operated mouse cartilage samples at 4 weeks after DMM (10 ×, scale bars 50 μm). Adjacent (**F**) control and (**G**) DMM-operated sections stained with an antibody against LRRC15 (brown indicates positive staining) (4 ×, scale bars = 50 μm). Dotted areas indicate osteophyte (red) and articular cartilage regions (black) used for higher magnification images. (**H**) Control and (**I**) DMM tissues stained with antibodies against LRRC15 (20 ×, scale bars = 50 μm). (**J**) Quantification of the LRRC15 immunostaining in mouse control (Ctrl) and DMM cartilage tissues (n = 9/ea). *p < 0.05 by t-test. (**K**) Representative LRRC15 immunostaining in the newly formed osteophytes in DMM-operated tissues (20 ×, scale bar = 50 μm).

### *Lrrc15* expression is induced by inflammatory cytokines and DNA demethylation, and contributes to the stress/inflammation-induced gene expression in chondrocytes in vitro

We next investigated changes in *Lrrc15* expression using monolayer cultures of chondrocytes treated with inflammatory cytokines; a model commonly used to mimic OA-like changes *in vitro*^39^. Consistent with other studies^40,41^, IL-1β treatment led to increased *LRRC15* mRNA in human primary chondrocytes (Fig. 5A; see Supplementary Table S7 for RTqPCR primer sequences). We also detected changes in LRRC15 protein in cell lysates from human primary chondrocytes (Supplementary Figure S7). Using murine primary chondrocytes, we confirmed that IL-1β (Fig. 5B) and TNFα (Fig. 5C) treatment induced *Lrrc15* mRNA, and that IL-1β led to increased LRRC15 protein (Fig. 5D,E and Supplementary Figure S8). Long-term treatment with cytokines can produce long-lasting changes in gene expression in chondrocytes, at least in part, by changing DNA methylation patterns^42^. Thus, we tested if long-term stimulation of mouse chondrocytes with IL-1β could lead to sustained increases in *Lrrc15* mRNA expression. As shown in Supplementary Figure S9, murine chondrocytes treated with IL-1β for 2 weeks maintained increased Lrrc15 expression even after passage and 2 additional weeks of culture with cytokine withdrawal. This observation, together with the hypomethylation of the *Lrrc15* gene after DMM (Fig. 3A), suggested that changes in DNA methylation may have a functional impact on *Lrrc15* transcription. To test this, we treated murine primary chondrocytes with the DNA methyl transferase inhibitor, 5-Aza-2’-deoxycytidine (5-aza) combined with the histone deacetylase inhibitor trichostatin (TS), as described^42–44^. We confirmed the expected efficacy of this treatment by assessing changes in *Mmp13* (Supplementary Figure S10)^44^. Evaluation of the Lrrc15 mRNA levels showed an early (72 h, Fig. 5F) and sustained (1-week, Supplementary Figure S10) increase in expression in cells treated with the inhibitor combination, further suggesting that the *Lrrc15* gene transcription in chondrocytes is, at least in part, driven by DNA de-methylation.

**Figure 5:**
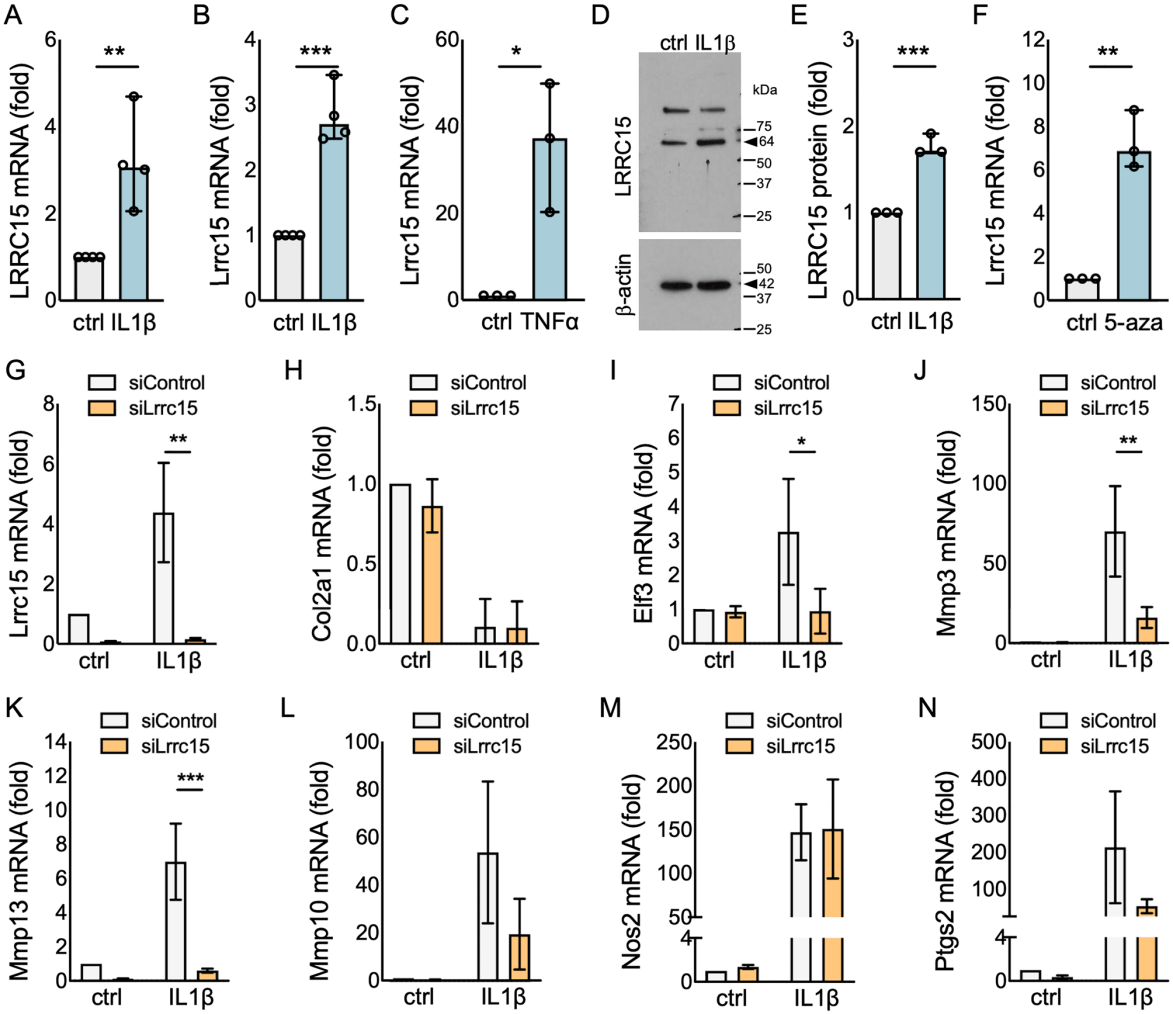
Lrrc15 expression is induced by cytokine stimulation and DNA demethylation, and contributes to the IL-1β-induced gene expression in mouse chondrocytes in vitro. RTqPCR analyses showing (**A**) IL-1β-induced LRRC15 expression in human primary chondrocytes (n = 4), and (**B**) IL-1β-induced (n = 4) and (**C**) TNFα-induced (n = 3) Lrrc15 expression in mouse primary chondrocytes. (**D**) Western blotting analysis of the IL-1β-induced LRRC15 protein in mouse primary chondrocytes. Representative cropped images are shown for clarity and conciseness, and full-length blots are included in the Supplementary Information file. Arrowheads indicate molecular weights for LRRC15 (64 kDa) and β-actin (42 kDa). (**E**) Quantification of the immunoblot (n = 3). (**F**) RTqPCR analyses of mouse chondrocytes (n = 3) treated with 5-Aza-2’-deoxycytidine and trichostatin (labeled as 5-aza) for 72 h, showing increased Lrrc15 expression. Data are shown as fold-change vs. unstimulated controls (set as 1). *p < 0.05, **p < 0.01 and ***p < 0.001 by t-test. RTqPCR analyses in cells transfected with non-targeting control siRNA (siControl) or siRNA against Lrrc15 (siLrrc15), evaluating (**G**) Lrrc15 (**H**) Col2a1, (**I**) Elf3 (**J**) Mmp3, (**K**) Mmp13, (**L**) Mmp10, (**M**) Nos2, and (**N**) Ptgs2 mRNA in cells left untreated (vehicle, ctrl) or treated with 1 ng/ml of IL-1β for 72 h. *p < 0.05, **p < 0.01 and ***p < 0.001 by ANOVA followed by Tukey’s test.

Finally, to begin to understand the functional impact of *Lrrc15* in chondrocytes, we tested if *Lrrc15* knockdown (KD) could modify the responses of articular chondrocytes to IL-1β. We first tested the KD efficacy of 3 different custom-designed siRNA oligos against mouse *Lrrc15* (siLrrc15; see Supplementary Table S8 for siRNA oligonucleotide sequences). We selected the siLrrc15 oligo 1 for further experiments because it significantly reduced *Lrrc15* mRNA without impacting *Lrrc17*, whereas the other two oligos showed similar *Lrrc15* knockdown efficacy, but less specificity (Supplementary Figure S11). Next, we transfected primary murine chondrocytes with siControl or siLrrc15 oligos, followed by treatment without or with 1 ng/ml of IL-1β. At 72 h after IL-1β treatment, the siLrrc15 cells displayed reduced *Lrrc15* mRNA compared to siControl cells, and siLrrc15 transfection also blocked the induction by IL-1β treatment (Fig. 5G). While IL-1β-driven repression of *Col2a1* mRNA was not significantly different between siControl and siLrrc15 cells (Fig. 5H), the IL-1β-induced expression of *Elf3* (Fig. 5I), *Mmp3* (Fig. 5J), and *Mmp13* (Fig. 5K) was significantly reduced after *Lrcc15* knockdown. However, we did not detect significant changes in the expression of other genes involved in cartilage catabolism, such as *Mmp10* (Fig. 5L), *Nos2* (Fig. 5M) and *Ptgs2* (Fig. 5N). Together, these results suggest that *Lrrc15* contributes, in a gene-specific manner, to the stress/inflammation-driven expression of genes involved in matrix remodeling and cartilage catabolism in OA.

## Discussion

Dysregulated maintenance of DNA methylation patterns and increased 5hmC levels in articular chondrocytes contribute to the progression of OA^7,8^, but time-dependent changes in 5mC in OA cartilage are relatively unexplored. We used a well-established mouse model of surgically induced post-traumatic OA (PTOA) to capture changes in gene expression and 5mC that occur during the progression of the disease. Our integrative analyses and the comparison with human datasets led to the identification of epigenomic signatures that overlap with changes in gene expression that indicate enrichment of pathways relevant to cartilage development. We also identified differential expression of *Lrrc15* associated with 5mC hypomethylation during the early disease stages. LRRC15 participates in functional networks that include stress responses and extracellular matrix degradative processes, and contributes to the stress/inflammation-induced responses of chondrocytes in vitro.

Our RNAseq data showed the enrichment of genes and functional pathways relevant to cartilage development, hypertrophy, and ossification. This is consistent with previous studies using human and murine cartilage samples, and further reinforces the notion that OA chondrocytes undergo a phenotypic shift and recapitulate developmental steps in an attempt to repair tissue damage (for review, see^2,45–47^). Interestingly, while the enrichment in cell–cell and cell–matrix interactions, hypertrophy, ossification, and ECM assembly pathways are constant, the specific genes up- and down-regulated differ between the 4- and 12-week time-points. This could be a consequence of gene-specific transcriptional kinetics and temporal engagement of different transcriptional networks, but it also suggests that whole-tissue transcriptomic analyses may partly reflect the loss of cartilage structure in more advanced OA disease and, therefore, the loss of specific cellular subsets that are responding to different stimuli and expressing a different array of OA-related genes^28^. 

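The difference between the DMM effects at 12 and 4 weeks was tested as the interaction of limb and week over all 12 libraries. No transcript of the 21618 tested had an adjusted p-value under 0.05 in edgeR's test of this difference, and 2656 had an unadjusted p-value under 0.05. In DESeq2's test of the same difference, 16 transcripts of 12 genes passed an adjusted p-value of 0.05, 14 of them with a higher DMM effect at 12 weeks. Over the 15213 genes tested at both time points, 51.8% changed in the same direction, and the log2 fold changes at the 2 time points had a Pearson correlation of 0.122 and a Spearman correlation of 0.0801 across genes, which are not independent replicates. Cntfr, which fell by 2.75 on the log2 scale at 4 weeks (standard error 0.82) and rose by 2.55 at 12 weeks (standard error 0.40), moved in opposite directions. With a skeletal muscle score as a covariate its change at 4 weeks was 0.83 (standard error 0.98). That score was lower in every DMM than in every control library at 4 weeks, so the fit can hardly tell muscle from limb. Myh1 and the other skeletal muscle genes, which were lower in every DMM library at 4 weeks, had no common direction across the libraries at 12 weeks. From the different genes at the 2 time points, the paper proposes gene-specific transcriptional kinetics and the loss of specific cell subsets with the cartilage structure as reasons.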

More importantly, these time-specific changes highlight the need for developing targeted approaches that take into account disease stage-specific transcriptional changes.

Previous studies showed that changes in DNA methylation are associated with OA disease, and that the maintenance of adequate DNA methylation patterns is required to maintain cartilage homeostasis^5,7,8,30,48^. These studies highlighted that changes in unique CpG sites can impact the transcriptional activity of OA-related genes^49,50^, and that 5hmC accumulation occurs in human OA cartilage^14^ and significantly contributes to the progression of OA^8^. Our RRoxBS data agree with these studies, showing profound changes in 5mC and 5hmC patterns accompanying structural and transcriptional changes during the progression of OA after DMM. Integrating RNAseq and 5mC data, we found that changes in DNA methylation are associated with an enrichment of developmental pathways in OA chondrocytes, consistent with reports indicating that OA chondrocytes recapitulate developmental steps, likely reflecting an early attempt to repair tissue damage. 

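Mean 5mC over the 1444973 cytosines covered in all oxBS libraries at 4 weeks was 27.5% ± 0.799 (SD, n = 3) in control and 26.8% ± 0.397 (SD, n = 3) in DMM cartilage, a difference of -0.696 points (exact permutation test, two-sided, p = 0.3). Weighted by coverage the difference was 0.337 points, with the opposite sign (exact permutation test, p = 0.4). At 12 weeks mean 5mC was 30.0% ± 0.307 in control and 29.1% ± 0.371 in DMM cartilage (SD, n = 3 each), and all 3 DMM libraries were below all 3 control libraries (difference -0.917 points; exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Weighted by coverage the difference at 12 weeks was -1.31 points and the libraries of the 2 limbs overlapped (exact permutation test, p = 0.5). Mean 5hmC, as BS minus oxBS, was 2.16% ± 0.501 in control and 2.58% ± 0.265 in DMM cartilage at 4 weeks (SD, n = 3 each; exact permutation test, p = 0.3) and 1.53% ± 0.0997 and 2.04% ± 0.289 at 12 weeks (SD, n = 3 each; exact permutation test, p = 0.1). With each library left out in turn the 5hmC difference stayed positive, between 0.168 and 0.668 points at 4 weeks, the lowest without control replicate 1, and between 0.361 and 0.649 points at 12 weeks. Weighted by coverage, the 5hmC difference at 12 weeks was 0.646 points with overlapping libraries (exact permutation test, p = 0.5).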

We observed more pronounced changes in 5mC than in 5hmC in our analyses, and showed accumulation of 5hmC following DMM, consistent with recent reports^8^. The less pronounced 5hmC changes observed in our study may be due to the different platforms used to assay and analyze DNA methylation patterns, because RRoxBS selects for GC-rich genomic regions and covers the majority of gene promoters and CpG islands, but provides limited coverage of CpG shores and other relevant intergenic regions^22,51^ that accumulate 5hmC during the progression of OA^8^. These differences notwithstanding, our results provide further evidence of the impact of changes in 5mC to OA and highlight the need of evaluating 5mC/5hmC homeostasis to dissect their relative contribution to the disease.

Integration of our RNAseq and RRoxBS datasets allowed us to identify changes in gene expression associated with changes in DNA methylation patterns following initiation of OA by DMM surgery. Additional bioinformatics comparisons with human data enabled us to uncover clinically relevant targets and changes at the early disease stage. These integrative analyses highlighted *Lrrc15* as one of the genes with increased expression and significant 5mC hypomethylation in early OA cartilage. 

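In the oxBS libraries, 61 CpG cytosines within Lrrc15 or 10 kb of it were covered in all 6 libraries at 4 weeks and 52 at 12 weeks. None was a DMC at either time point, and the lowest q-values were 0.564 and 0.156 (lowest unadjusted p = 0.0123 and 0.00396). With coverage scaled to the deepest library, chosen after the data were seen, 1 cytosine at 4 weeks was called, that in the published region. The region itself was covered in all 6 BS libraries at 12 weeks but in only 2 of the 6 oxBS libraries at all of its CpGs. BS, which reads 5mC and 5hmC together, gave 61.9% ± 14.3 (SD, n = 3) in control and 56.4% ± 8.46 (SD, n = 3) in DMM cartilage (exact permutation test, two-sided, p = 0.7). At 4 weeks it gave 66.7%, 60.6% and 68.8% in the control libraries and 61.1% and 60.5% in DMM replicates 1 and 3, and DMM replicate 2 had no call there. Lrrc15 expression at 12 weeks was 0.889 ± 0.798 CPM in control and 8.19 ± 3.78 CPM in DMM cartilage (SD, n = 3 each), and its log2 fold change stayed between 2.77 and 4.15 with each library left out. Setting the 4-week rise in expression beside the lower 5mC of the published region, the paper states that the integration of both assays picked out Lrrc15 among the genes with higher expression and lower 5mC in early OA.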

The *Lrrc15* gene is an evolutionarily conserved leucine rich transmembrane protein^40^, and member of the LRR superfamily^52^. *Lrrc15* expression is restricted to the placental cytotrophoblast during development but upregulated in invasive cancer cells and stimulated by inflammatory cytokines in adult tissues^40,53,54^. Early work showed that Lrrc15 is induced by beta-amyloid and different inflammatory cytokines in rat astrocytes^40^, suggesting that NF-κB and JNK/AP1 signaling are upstream Lrrc15. In addition to inflammatory stimuli, Lrrc15 expression is associated to TGFβ signaling in cancer-associated fibroblasts^53,55^, and these same Lrrc15-positive myofibroblast signatures have been found in arthritic and fibrotic tissues in recent studies using single-cell transcriptomics^56^. Previous reports showed increased LRRC15 mRNA in human OA cartilage and in osteoclasts from patients with rheumatoid arthritis^17,19,31^. Accordingly, we found increased Lrrc15 mRNA and protein levels upon cytokine stimulation of human and murine chondrocytes, and increased LRRC15 immunostaining in OA cartilage. We also observed very prominent LRRC15-positive immunostaining in postnatal growth plates and in developing osteophytes, and our bioinformatics analyses showed that Lrrc15 participates in collagen binding networks and inflammatory signaling. This is in agreement with the proposed role of Lrrc15 in promoting osteogenesis and modulating NF-κB signaling^41^. We found that *Lrrc15* knockdown leads to reduced IL-1β-driven expression of a number of NF-κB targests with known association with OA disease, including *Mmp13* and *Elf3*, whereas other known direct canonical NF-κB targets, such as *Nos2* and *Ptgs2*^45^, are not affected by the *Lrrc15* knockdown. Thus, it is conceivable that *Lrrc15* drives gene expression in a cell- and gene-specific context, likely via concerted modulation of canonical NF-κB and other signaling pathways. In keeping with these observations, ingenuity pathway analyses to identify molecular interactions predicted that Lrrc15 belongs to molecular regulatory pathways interacting with transcriptional regulators and cytokines with known roles in stress/inflammatory signaling and apoptosis (see results). A greater mechanistic understanding of the signaling events upstream and downstream Lrrc15 is required to dissect the contribution of Lrrc15 to OA disease, including experiments with enforced expression of exogenous Lrrc15.

Taken together, our data suggest that increased *Lrrc15* levels in early OA may represent an early event in the chondrocyte activation characteristic of OA, which may in turn contribute to disease progression and to permanent changes in OA chondrocyte phenotype and responses in an attempt to repair tissue damage recapitulating developmental processes. We believe that Lrrc15 may contribute to these functional and phenotypic alterations of chondrocytes by coordinating stress responses and dysregulated extracular matrix remodeling. The contribution of *Lrrc15* to signaling pathways involved in regulation of cartilage damage and chondrocyte function should be further investigated.

Our study has limitations. The integration of our datasets with human orthologs using HuGENet confirmed the utility of the DMM model as a preclinical exploratory tool and identified conserved OA-related changes in gene expression and DNA methylation. However, whole tissue transcriptomic and epigenomic analyses do not account for the cellular heterogeneity and spatial variability. Integrated single-cell and spatial transcriptomics and epigenomics analyses could provide a better understanding of specific targets during disease progression. In addition, while the comparisons between non-operated and operated joints yielded results that are consistent with the literature, the lack of sham or naïve controls from separate mice is a limitation. The use of male mice is another limitation, and follow-up studies should include female mice.

Overall, our study provides new insights about the contribution of 5mC changes to cartilage damage in OA, and highlights *Lrrc15* as a novel gene with potential contribution to the functional and phenotypic changes of OA chondrocytes, coordinating stress responses and altered ECM remodeling. Studies that further address the functional impact of these changes in vivo are required and may provide insight to develop targeted preventative therapies.

## Methods

See Supplementary Information for a detailed outline of the methods, procedures and specific materials used in this study.

### Ethics statement

All experiments were performed according to the guidelines of the American Veterinary Association and were approved by the IACUC of the Hospital for Special Surgery, and all procedures are reported following the ARRIVE guidelines^57^. Experiments conducted using human cells and cartilage were done with approval by the Institutional Review Board (IRB) of the Hospital for Special Surgery (HSS). De-identified cartilage samples were retrieved at the time of total knee replacement surgery for OA after written informed consent was obtained, and the study and all methods were performed in accordance with the relevant guidelines and regulations.

### Destabilization of the medial meniscus (DMM) surgery and tissue processing post-DMM

DMM surgeries were performed in 12-week-old male C57BL/6J (N = 53) purchased from the Jackson Laboratory (Bar Harbor, ME, USA), as described^15,16^. Mice were housed 5 per cage and allowed to acclimate for two weeks before experiments. Food and water were provided ad libitum. Power analyses were performed to calculate sample size for the surgical experiments. The left knees were unoperated and served as contralateral controls. Animals were euthanized at 4 weeks after surgery (n = 9 for histology and immunohistochemistry, n = 9 for RNA isolation and n = 9 for DNA isolation) or at 12 weeks after surgery (n = 8 for histology and immunohistochemistry, n = 9 for RNA isolation and n = 9 for DNA isolation). For RNA and DNA isolation, 3 microdissected cartilage samples were pooled together to obtain 1 RNA or 1 DNA sample for RNA-seq or RRoxBS analyses, respectively. Knees were collected and processed for histological scoring of OA pathology as assessed by two blinded scorers^15,58^. Briefly, coronal sections of 6 μm were cut across the whole joint, deparaffinized in xylene, rehydrated through an ethanol series, and stained with Safranin O/Fast green. OARSI SUM scores were obtained by grading 8 sections per knee joint (each data point represents the summed scores of 8 sections/mouse), essentially as described^15,16^. Adjacent sections were used for immunohistochemical analyses.

### Reduced representation oxidative bisulfite sequencing (RRoxBS)

Modifications in 5-methylcytosine (5mC) and 5-hydroxymethylcytosine (5hmC) were determined using oxidative bisulfite sequencing (oxBS-Seq) in combination with reduced representation bisulfite sequencing (RRBS)^21,22^. Briefly, ~ 200 ng of genomic DNA were digested with 100U of MspI (New England Biolabs, Ipswich, MA) and purified using QIAquick PCR purification columns (Hilden, Germany). The digested DNA was spiked with 0.01% control DNA duplexes, provided by Cambridge Epigenetix (Cambridge, UK), containing C, 5mC and 5hmC bases at known positions. The control sequences were later analyzed after sequencing to give a quantitative assessment of the efficiency of oxidation and bisulfite conversion. Six uniquely indexed libraries were generated using the Ovation Ultralow Methyl-Seq DR Multiplex with TrueMethyl oxBS kit and workflow (Tecan, Redwood, CA). Before oxidation and bisulfite-oxidation treatment, the six libraries were combined and concentrated over a QIAquick PCR purification column (Hilden, Germany) to obtain one pool. This library pool was split into two equal aliquots: one aliquot was oxidized, and bisulfite converted (oxBS), the other one subjected to a mock oxidation before bisulfite conversion (BS). A total of 2 μl from each of the pools was assessed by qPCR to determine the optimal number of PCR amplification cycles to obtain enough material for sequencing. The BS library pool was amplified with 7 cycles and the oxBS library pool for 9 cycles. After amplification, each library pool was normalized to 2 nM and independently clustered at 6.5 pM on single read flow cell and sequenced for 50 cycles on an Illumina HiSeq 2500. Illumina’s CASAVA 2.17 software pipeline was used to perform image capture, base calling, and demultiplexing of raw reads to produce FASTQ files. Quality of the raw sequence reads was assessed with FastQC (Version 0.10, Babraham Bioinformatics) and FASTX toolkit (version 0.0.13, http://hannonlab.cshl.edu/fastx_toolkit/). Raw reads were then adapter trimmed, aligned, and post-processed to produce methylation calls at base pair resolution using a previously described in-house pipeline using CUTADAPT instead of FLEXBAR to trim the reads^59^.

### Differential methylation analysis

CpG sites from the resulting RRoxBS data were interrogated for true methylation (5mC) and hydroxy methylation (5hmC), by subtracting the oxBS methylation call from the BS methylation call on the same CpG, and for differential methylation (q value < 0.05 and methylation percentage difference of at least 25%) using methylKit^60^. The differentially methylated (5mC) CpG (DMC) sites were then queried for differentially methylated regions (DMRs) using eDMR^61^. A DMR was defined as a 100 bp genomic region with at least 3 CpGs, with at least 1 CpG significantly differentially methylated (25% methylation difference, q < 0.01) and an overall average differential methylation of at least 20% across all the CpGs. DMRs were annotated for proximal genes. Downstream statistical analyses and plots were generated using the R software environment for statistical computing (https://www.r-project.org/).

### Low input RNAseq

Libraries for RNAseq were prepared from 3 ng of RNA, by first generating full length double stranded cDNA (ds cDNA) using the SMART-Seq v4 Ultra™ Low Input kit (Cat. 634891, Takara Bio USA) followed by Illumina’s Nextera XT DNA Library Preparation kit (FC-131–1096, Illumina Inc. San Diego, CA). Briefly, 3 ng of RNA were used to obtain first strand cDNA using SMART-Seq2 template switching and extension with SMARTScribe™ reverse transcriptase. cDNA was amplified using 10 cycles of PCR with SeqAmp DNA polymerase. The resulting dscDNA was validated by determining average size (~ 2 kb) on an Agilent Bioanalyzer high sensitivity chip. 500 pg of the dscDNA were tagmented with the Nextera transposome to fragments of ~ 350 bp containing adapter sequences. Unique Indexes for each library were added by using 12 cycles of PCR amplification and resulting libraries were pooled together for sequencing. The pools were clustered at 6.5 pM on single read flow cell and sequenced for 50 cycles on an Illumina HiSeq 2500. Base call files generated from the sequencer were demultiplexed and converted to FASTQ files using the Illumina CASAVA 2.17 pipeline. Quality of the raw sequence reads was assessed with FastQC (Version 0.10, Babraham Bioinformatics) and FASTX toolkit (version 0.0.13, http://hannonlab.cshl.edu/fastx_toolkit/).

### Differential expression analysis

RNAseq reads passing Illumina’s purity filter were adapter trimmed using FLEXBAR barcode and adapter processing tool^62^. The trimmed reads were aligned to the Gencode (https://www.gencodegenes.org/) mm10/ GRC38.p3 build of the mouse genome using STAR aligner with default parameters^63^. Read counts for RefSeq (NCBI) transcripts were then quantified from the alignments using the featureCounts software package^64^. Significant differential expression (adjusted p-value < 0.05) was assessed between the read counts for the control and DMM sample groups using the DESeq2 R Bioconductor package^65^.

### Functional interpretation

Gene Ontology (GO) enrichment (pAdjustMethod = “BH”, pvalue Cutoff = 0.01, qvalue Cutoff = 0.05) analysis for Biological Processes (BP), Cellular Components (CC) and Molecular Functions (MF) was performed for differentially expressed genes and genes associated with differentially methylated regions using the clusterProfiler Bioconductor R package^66^. Regulatory networks of differentially expressed and/or methylated genes were generated through the use of through the use of IPA (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). Downstream statistical analyses and plots were generated using the R software environment for statistical computing.

### Comparison with human datasets

Using human orthologs (assigned via biomaRt R interface), genes that had differential expression (DEGs) and/or differential methylation (DMRs) associated with them were compared to genes known to be affected in human OA studies using HuGENet and 10 published datasets, including 4 datasets comparing OA cartilage samples with healthy controls^17,31–33^ and 6 comparing eroded OA cartilage or subchondral bone with adjacent non-eroded controls^6,18,25,26,29,30^. VennDiagram (R package) was used to look at intersections of HuGENet with DEGs and DMRs significant in our study. Likewise, VennDiagram and UpSetR (R packages) were used to represent intersections with DEGs and DMRs between human OA data and datasets generated from this study.

### Statistical analysis

Statistical analyses of the RTqPCR data and histological scores were performed using GraphPad Prism 8 Software (GraphPad Software, San Diego, CA). Data are reported as means ± S.D. or as median and 95% C.I. (histological scores) of at least three independent experiments. For in vitro experiments, each data point represents one independent experiment performed using primary chondrocytes isolated from articular cartilage retrieved from a different OA patient (human) or mouse pup (murine). Unpaired Student t-test was used to establish statistical significance between two groups. Analysis of the histological scores was performed using the Mann–Whitney test. For data involving multiple groups, one-way analysis of variance (ANOVA) was performed, followed by Tukey’s post-hoc test. P < 0.05 was considered significant.

## Supplementary Information

Supplementary Information 1.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Table S6.

## Data Availability

The data that supports the findings of this study are available from the corresponding author on reasonable request. RNAseq and RRoxBS sequencing data have been deposited at the GEO database with accession code GSE175486.

# Supplementary material for: Transcriptomic and epigenomic analyses uncovered Lrrc15 as a contributing factor to cartilage damage in osteoarthritis
**Source:** Sci Rep. 2021 Oct 26;11:21107. doi: 10.1038/s41598-021-00269-8
**Supplement:** Supplementary file 1 — Supplementary Information 1.

## Supplementary Materials for

### Transcriptomic and epigenomic analyses uncovered *Lrrc15* as a contributing factor to cartilage damage in osteoarthritis.

Purva Singh<sup>1†</sup>, Mengying Wang<sup>1,2†</sup>, Piali Mukherjee<sup>3</sup>, Samantha G. Lessard<sup>1</sup>, Tania Pannellini<sup>1</sup>, Camila B. Carballo<sup>1</sup>, Scott A. Rodeo<sup>1,3</sup>, Mary B. Goldring<sup>1,3</sup>, and Miguel Otero<sup>1,3\*</sup>

<sup>†</sup>Purva Singh and Mengying Wang contributed equally

#### This file includes:

Supplementary Materials and Methods

Supplementary References

Figure S1: Common differentially expressed genes (DEGs) at 4 and 12 weeks after DMM.

Figure S2: Significantly enriched Gene Ontology categories based on differential gene expression.

Figure S3: Changes in DNA methylation in cartilage following DMM surgery.

Figure S4: Comparison of RNAseq and RRxBS data after DMM with published human datasets.

Figure S5: LRRC15 immunostaining in human OA cartilage samples

Figure S6: LRRC15 immunostaining in mouse postnatal growth plates

Figure S7: Increased LRRC15 protein in human primary chondrocytes after IL1 $\beta$  treatment.

Figure S8: Increased LRRC15 protein in mouse primary chondrocytes after IL1 $\beta$  treatment.

Figure S9: Long-term cytokine treatment leads to sustained increased *Lrrc15* mRNA levels in vitro.

Figure S10: Treatment with DNMT inhibitors leads to sustained (1 week) increased *Lrrc15* mRNA.

Figure S11: Evaluation of the *Lrrc15* knockdown in cells transfected with custom siRNA oligos.

Table S7: qPCR primers and conditions.

Table S8: Custom siRNA oligonucleotide sequences.

#### Other Supplementary Materials for this manuscript include the following:

Table S1: Differentially expressed genes in microdissected cartilage at 4 and 12 weeks after DMM.

Table S2: GO categories using RNAseq.

Table S3: Significantly methylated 5mCs and 5hmCs after DMM.

Table S4: Significant differentially methylated regions (DMR) after DMM.

Table S5: GO categories integrating differential expression and methylation.

Table S6: Summary of comparative analyses against human datasets.

## **MATERIALS AND METHODS**

### **RNA isolation from micro-dissected mouse cartilage**

We extracted total RNA from micro-dissected articular cartilage of control or DMM-operated knees, essentially as described<sup>1</sup>. Briefly, articular cartilage was removed from the tibial plateaus and femoral condyles with a scalpel blade while bathed in RNA later (Ambion) under a dissection microscope. Total RNA was extracted using TRIzol combined with the RNeasy mini kit protocol (Qiagen). Microdissected cartilage tissues from 3 controls or 3 DMM-operated knees were pooled to generate one sample. After pooling, tissues were homogenized in TRIzol using a TissueLyser (Qiagen) set at 300Hz for 2min, followed by QIAshredder (Qiagen). The supernatant was mixed with chloroform: isoamyl alcohol (24:1), incubated on ice for 5 min and centrifuged for separation of phases for 10 min. The separated aqueous phase was mixed with 1.25 times 100% ethanol and subjected to RNA purification and DNase treatment following the RNeasy mini kit instructions. RNA integrity was assessed at the Core Laboratories Center of Weill Cornell Medicine (WCM). For RNAseq and RTqPCR analyses, total RNA with RIN>7 and 260/280>1.8 was used.

### **DNA isolation from micro-dissected mouse cartilage**

Microdissected cartilage tissues from 3 controls or 3 DMM-operated knees were pooled to generate one sample. Pooled cartilage samples were homogenized in 1X PBS using a 1.5ml pestle and a handheld motorized homogenizer (Argos, Catalog No A0001). DNA was isolated using the Gentra Puregene DNA isolation kit (Qiagen) protocol with minor modifications, as described<sup>1</sup>. Briefly, homogenized cartilage was lysed in lysis buffer supplemented with proteinase K. Lysed samples were then incubated with RNase for 45 min at 37°C, followed by protein precipitation. For DNA precipitation, samples were incubated in isopropanol -20°C for 90 minutes, centrifuged at 13,000 xg for 10 min, and washed 3 times in 70% ethanol. Finally, DNA pellets were reconstituted in DNA hybridization buffer. Only DNA with a 260/280>1.8 was used for RRoxBS analyses. Additional quality control steps were done at the WCM Epigenomics Core.

### **Chondrocyte isolation and culture, and RNA isolation**

Human chondrocytes were isolated by sequential digestion with Pronase (Promega) and collagenase P (Promega), as described<sup>2</sup>, from the articular cartilage obtained from osteoarthritis patients undergoing total knee replacement surgery, with approval by the Institutional Review Board (IRB) of the Hospital for Special Surgery, and patient consent. After isolation, human primary chondrocytes were plated in complete medium (DMEM/F12 + 10% FBS + 1% Pen/Strep) at a density of  $5 \times 10^4$  cells/cm<sup>2</sup> until confluence and used at passage 1 for experiments. Mouse primary chondrocytes were isolated from 5- to 6-day old C57BL/6J mice by sequential digestion with Collagenase D, also as described<sup>3</sup>. Murine cells were plated

at a density of  $15 \times 10^3$  cells/cm<sup>2</sup>, expanded in complete medium and used for experiments between passages 2 and 3. Experiments involving cytokine or 5-Aza-2'-deoxycytidine and trichostatin treatment were conducted as previously described<sup>4,5</sup>, using IL-1 $\beta$  (1ng/ml), TNF $\alpha$  (10 ng/ml), or a combination of 5-Aza-2'-deoxycytidine (5-aza, 2uM) and trichostatin (TS, 40nM) for the indicated time-points. For total RNA isolation, cells were lysed in RLT buffer containing 2-mercaptoethanol, and total RNA was isolated using the RNeasy miniRNA isolation kit, following the manufacturer's instructions (Qiagen).

### **Quantitative reverse transcription PCR (RT-qPCR)**

Total RNA was reversed transcribed using the iscript2 reverse transcriptase kit (Bio-Rad). Gene amplifications were carried out using SYBR Green I-based real-time PCR, as described<sup>5</sup>, using specific primers against *Col2a1*, *Eef1a1*, *Elf3*, *Hprt1*, *Lrrc15*, *Lrrc17*, *Mmp3*, *Mmp10*, *Mmp13*, *Nos2* and *Ptgs2* (Supplementary Table S7). The data were calculated as the ratio of each gene to *Hprt1* using the  $2^{-\Delta\Delta C_t}$  method for relative quantification. *Eef1a1* was used as an additional housekeeping gene in control experiments, but not used as a normalizer in the final analyses.

### **Immunoblotting**

Monolayer cultures of human and mouse primary chondrocytes were left untreated (control, vehicle) or treated with 1ng/ml of IL-1 $\beta$  for 72 h. After treatment, cells were lysed using lysis buffer containing 50mM Tris-HCl (pH 7.7), 1%Triton X-100, 150mM NaCl, 1mM EDTA, 1mM 1,10-phenanthroline, 1X protease inhibitor, 10mM NaF, 2mM NaVO<sub>3</sub>, and supplemented with protease inhibitor cocktail (Roche Diagnostics, Indianapolis, IN, USA). Total protein concentration was determined using a BCA protein assay (Pierce Chemical Co., Rockford, IL, USA), and equal concentrations of whole cell lysates were separated by SDS-PAGE in reduced conditions, transferred to PVDF membranes and incubated with primary antibodies against LRRC15 (1:1000, Abcam # ab150376 for mouse samples, Abcam # ab157484 for human samples) and  $\beta$ -actin (1:1000, Sigma # A5441), used as loading control. Blots were developed using the Super Signal West Pico PLUS Chemiluminescent substrate (Thermo Scientific, Pierce Chemical Co., Rockford, IL, USA), and the relative abundance of the LRRC15 protein was determined by densitometry, using ImageJ software (NIH, Bethesda, MD), and normalized to  $\beta$ -actin, as previously described.

### **LRRC-15 immunohistochemistry (IHC)**

Immunostaining was performed in human OA cartilage samples collected at the time of total knee arthroplasty (N=5), under IRB approval and patient consent, and in control and DMM (OA) tissues obtained at 4 weeks post-DMM (N=9/ea) using the Vectastain ABC rabbit IgG kit (Vector Laboratories). Briefly, sections were deparaffinized in xylene and rehydrated in an ethanol series. After quenching of endogenous

peroxidases (3% hydrogen peroxide in PBS for 30 min at room temperature), antigen retrieval (0.05% trypsin and 0.05% CaCl<sub>2</sub> in water (w/v) pH 7.8, for 20 min at 37°C), and blocking in protein block for 30 min (Dako), sections were incubated overnight with a rabbit polyclonal LRRC-15 antibody (1:100, Abcam # ab157484). The signal was developed using Nova RED (Vector Laboratories). For negative controls, normal rabbit IgG (Santa Cruz) was used in place of the primary antibody. Digital images of the LRRC15-stained sections were obtained using an upright microscope (Nikon Eclipse 50i) and the image processing Software NIS Elements 4.0. Mouse images were processed using Image J software for relative quantification of the LRRC15 positive signal in control and DMM-operated sections, as described<sup>6</sup>.

### siRNA transfection and *Lrrc15* knockdown

For knockdown experiments, passage 2 mouse primary chondrocytes were plated in complete medium at a density of 20,000 cells/cm<sup>2</sup> in 6-well culture plates. After 24 h, cells were transfected with either 25nM of mouse *Lrrc15* siRNA (siLrrc15; siGENOME Custom order, Supplementary Table S8) or 25nM of control siRNA (Thermo Scientific, Pittsburgh, PA, USA) in antibiotic-free conditions, using the DharmaFECT transfection reagents following the manufacturer's instructions (ThermoFisher). At 6 hours after transfection, cells were supplemented with 1ml of complete medium without antibiotics. At 24 hours after transfection, the transfection medium was replaced with fresh complete medium for additional 24 hours. Assessment of the *Lrrc15* knockdown efficacy using the 3 different siLrrc15 oligos was done by RTqPCR at 48 hours after transfection. For experiments with cytokines, at 48 hours after transfection cells were left untreated (vehicle) or treated with IL-1 $\beta$  (1ng/ml) for 72 hours, and RNA was isolated as described above.

### REFERENCES:

- 1 Culley, K. L. *et al.* Mouse Models of Osteoarthritis: Surgical Model of Post-traumatic Osteoarthritis Induced by Destabilization of the Medial Meniscus. *Methods Mol Biol* **2221**, 223-260, doi:10.1007/978-1-0716-0989-7\_14 (2021).
- 2 Otero, M. *et al.* Human chondrocyte cultures as models of cartilage-specific gene regulation. *Methods Mol Biol* **806**, 301-336, doi:10.1007/978-1-61779-367-7\_21 (2012).
- 3 Gosset, M., Berenbaum, F., Thirion, S. & Jacques, C. Primary culture and phenotyping of murine chondrocytes. *Nat Protoc* **3**, 1253-1260, doi:10.1038/nprot.2008.95 (2008).
- 4 Hashimoto, K., Oreffo, R. O., Gibson, M. B., Goldring, M. B. & Roach, H. I. DNA demethylation at specific CpG sites in the IL1B promoter in response to inflammatory cytokines in human articular chondrocytes. *Arthritis Rheum* **60**, 3303-3313, doi:10.1002/art.24882 (2009).
- 5 Singh, P., Lessard, S. G., Mukherjee, P., Rourke, B. & Otero, M. Changes in DNA methylation accompany changes in gene expression during chondrocyte hypertrophic differentiation in vitro. *Ann N Y Acad Sci*, doi:10.1111/nyas.14494 (2020).
- 6 Wang, M. *et al.* Knee fibrosis is associated with the development of osteoarthritis in a murine model of tibial compression. *Journal of Orthopaedic Research* **39**, 1030-1040, doi:<https://doi.org/10.1002/jor.24815> (2021).

SUPPLEMENTARY FIGURES

**Supplementary Figure S1: Common differentially expressed genes at 4 and 12 weeks after DMM.** (A) Venn Diagram representation of the unique and overlapping differentially expressed genes at 4 and 12 weeks after DMM, and (B) Heatmap representation of the differentially expressed genes that are common to 4 and 12 weeks after DMM. Each row represents one gene, each column represents one time-point. Blue dotted line indicates baseline, with upregulated genes labeled in red and with the blue line to the right.

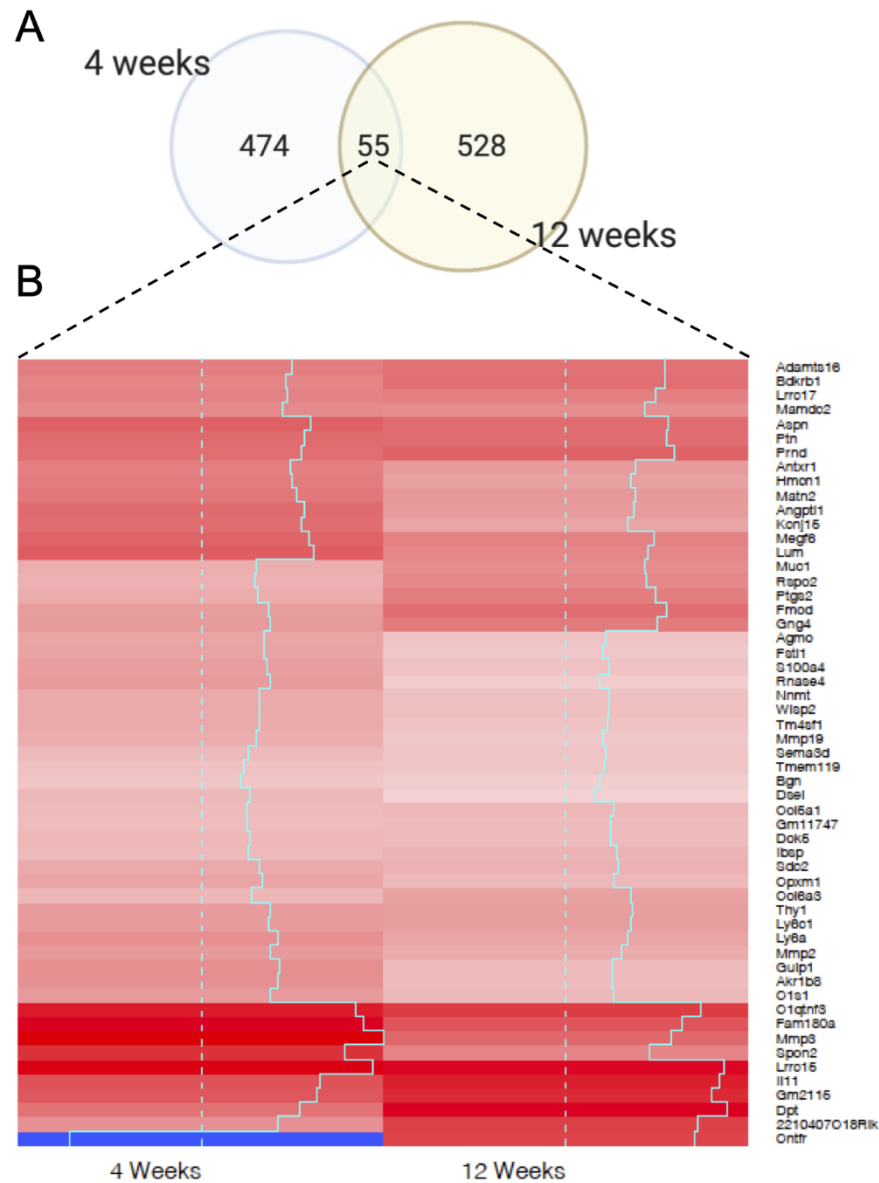

**Supplementary Figure S2: Significantly enriched (FDR < 0.05) Gene Ontology categories based on significant differential expression.** BP indicates Biological Processes, CC indicates Cellular Components, and MF indicates Molecular Functions.

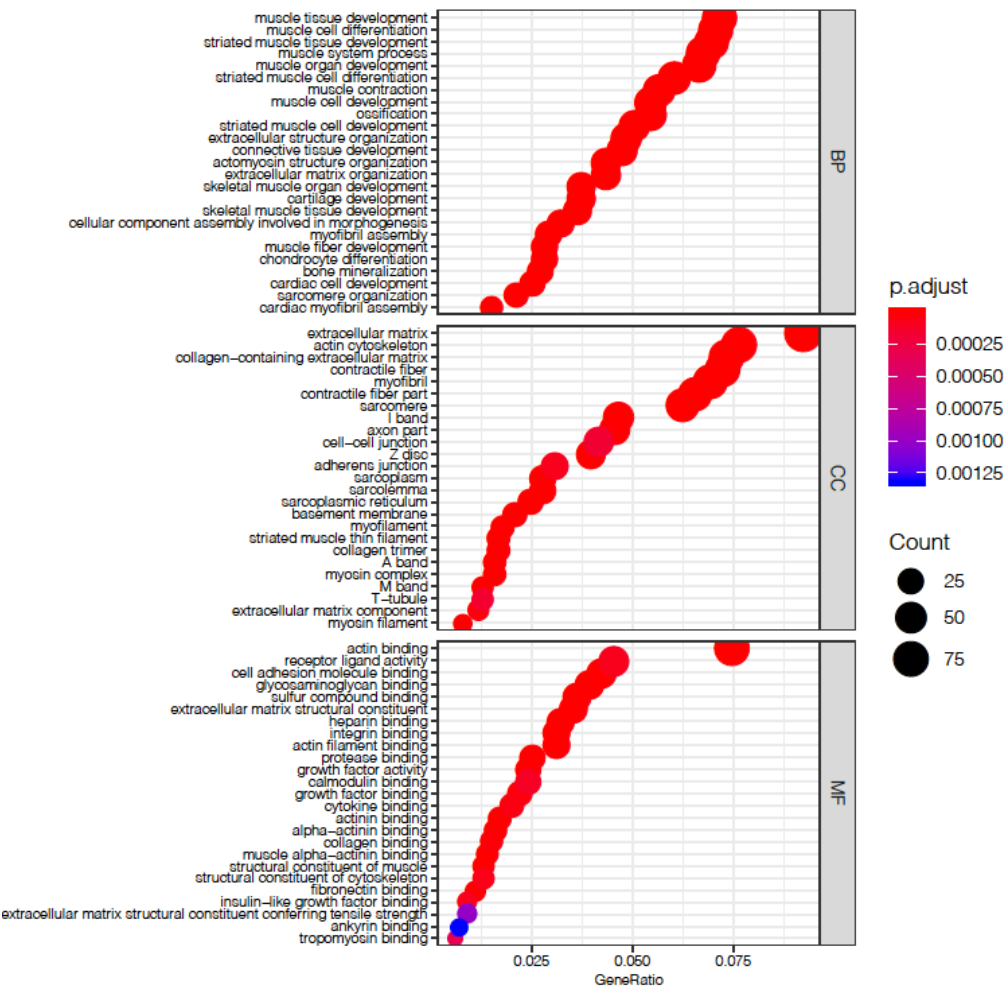

**Supplementary Figure S3: Changes in DNA methylation in cartilage following DMM surgery.** Representation of the differential hyper- and hypo-methylation (%) in microdissected cartilage from DMM-operated (right surgical limbs, RS) relative to the non-operated (left non-surgical controls, LC) limbs (n=3 per group and time-point). Differential methylation per chromosome plots for 5mC at (A) 4 weeks and (B) 12 weeks after DMM. Differential methylation per chromosome plots for 5hmC at (C) 4 weeks and (D) 12 weeks after DMM. Differential methylation was defined as a q value < 0.05 and methylation percentage difference of at least 25%. (E) Venn diagram representation of the overlapping 5hmCs for 4 and 12 weeks.

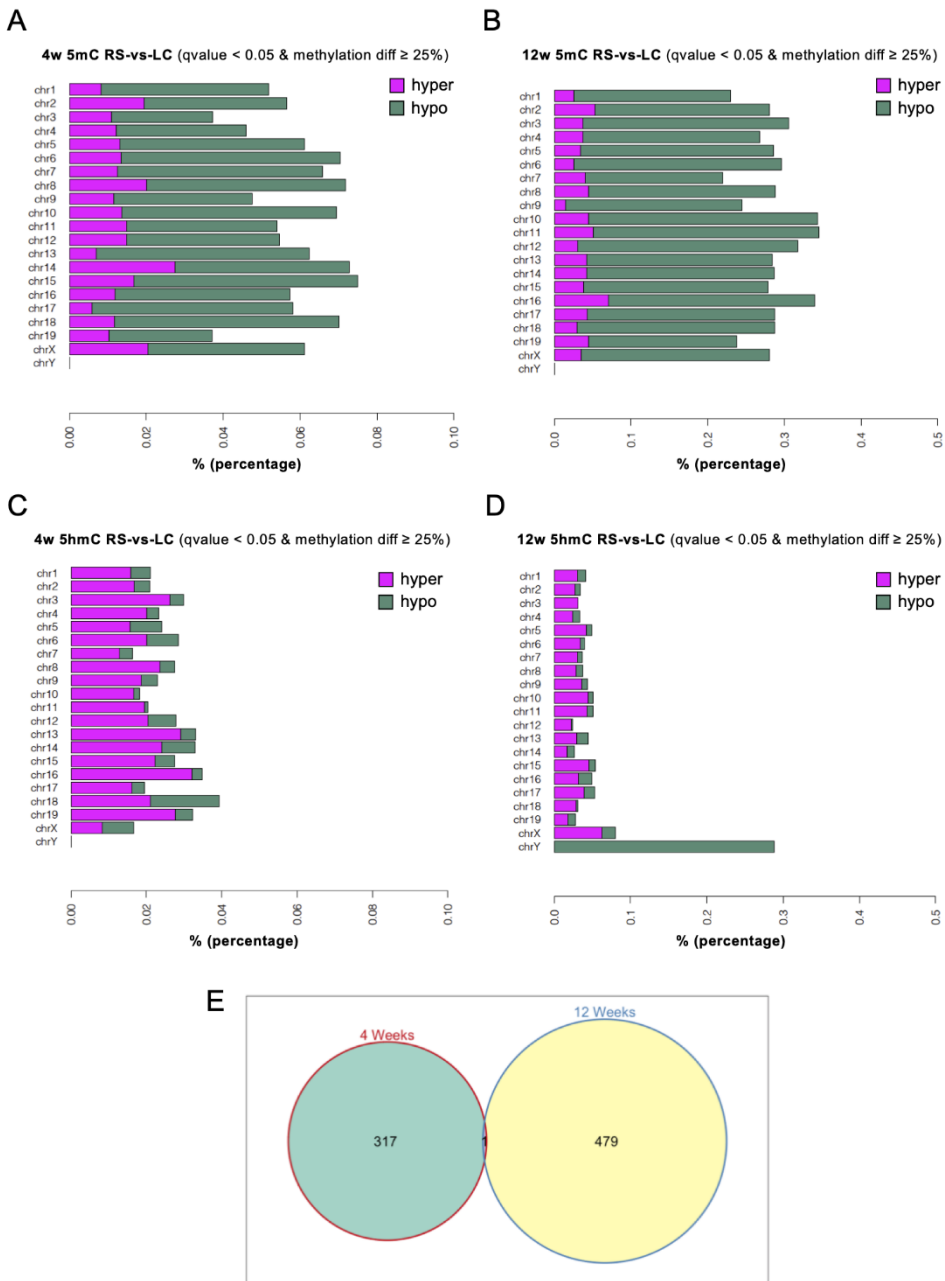

**Figure S4: Comparison of RNAseq and RRxBS data after DMM with published human datasets.** UpSet plot representation of the intersections of our dataset (DEGs and DMRs in microdissected cartilage after surgery, 4 and 12 weeks) with selected human datasets including (A) eroded vs. non-eroded OA articular cartilage and (B) healthy vs. OA cartilage. (C) Venn diagram representation of the intersects between HuGENet knee OA genes and DEGs and DMRs significant in our dataset. The gene at the intersection of DEGs, DMRs and HuGENet is *Aspn*.

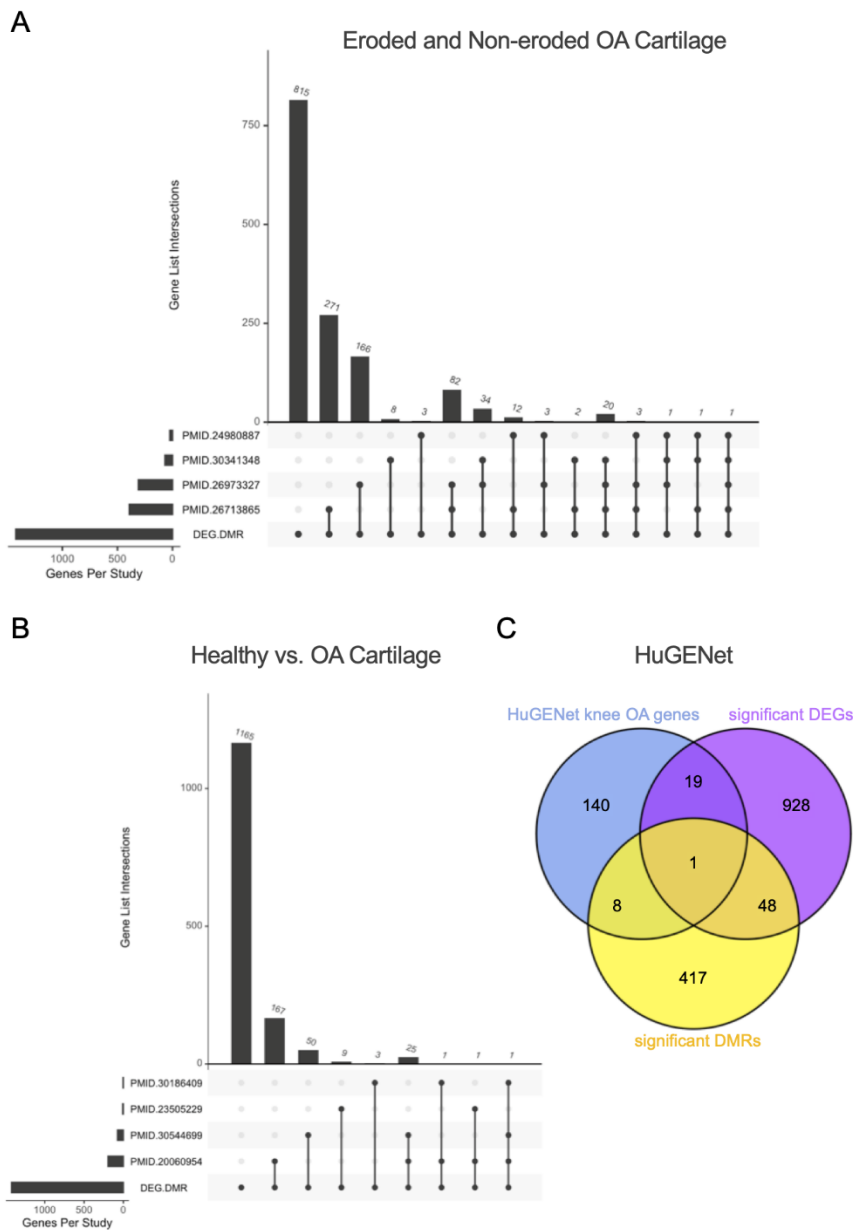

**Supplementary Figure S5. LRRC15 immunostaining in human OA cartilage samples.** Representative microphotographs of human articular cartilage retrieved from two patients at the time of total knee arthroplasty for osteoarthritis are shown in (A) and (B). Safranin O-stained sections are shown in (a.1) and (b.1). Serial adjacent section stained with specific antibodies against LRRC15 are shown in (a.2) and (b.2). Original magnification 5X. High power view (10X) of two regions of interest (superficial and deep) are shown in (a.3), (a.4), (b.3) and (b.4). Brown (arrowheads) indicates positive staining. (C) Negative control using normal rabbit IgG instead of primary antibody. Scale bars = 50  $\mu$ m. (D) Relative quantification of the LRRC15 positive immunostaining comparing regions of interest selected in the superficial and deeper cartilage zones of 3 different patient samples. Data are shown as mean  $\pm$  standard deviation (error bars).

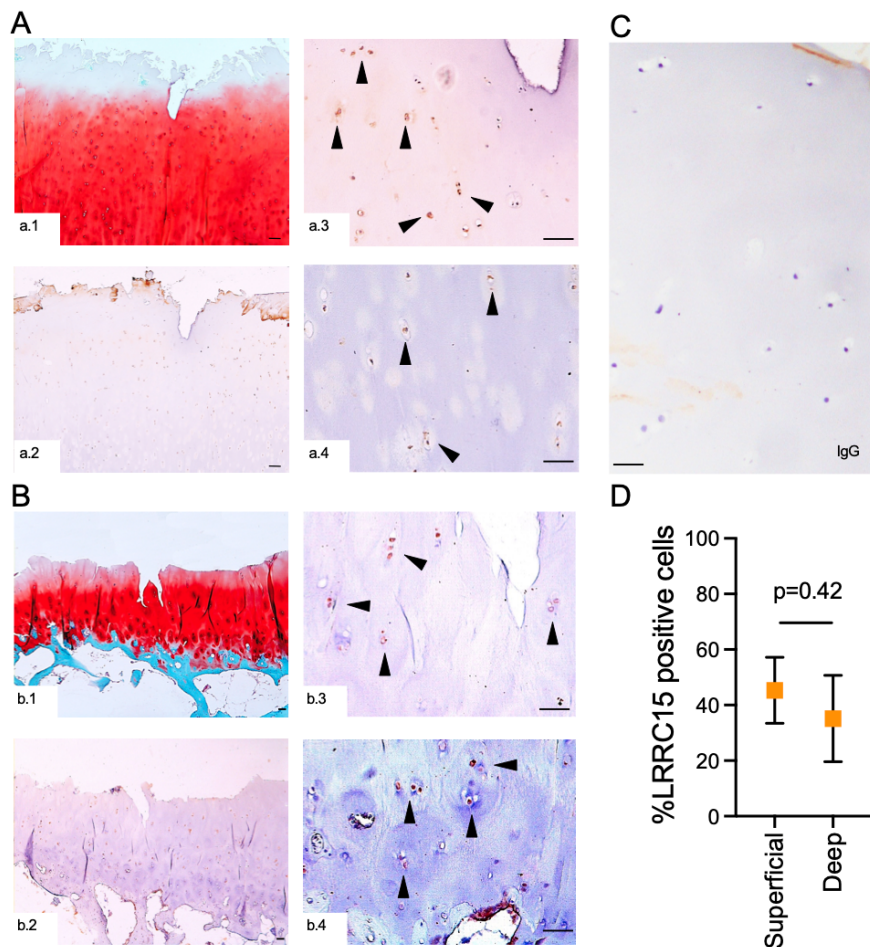

**Supplementary Figure S6. LRRC15 immunostaining in mouse limbs.** (A) Representative image (original magnification, 4X) showing a mouse limb at 4 weeks after DMM surgery stained with specific antibodies against LRRC15, showing positive immunostaining (brown signal) in the articular cartilage, areas of newly formed osteophytes and postnatal growth plates. (B) A selected area of the growth plate (squared in A) is shown in higher magnification (10X). (C) Negative control slide (original magnification 20X), using normal rabbit IgG instead of primary antibody. Scale bars = 50  $\mu$ m

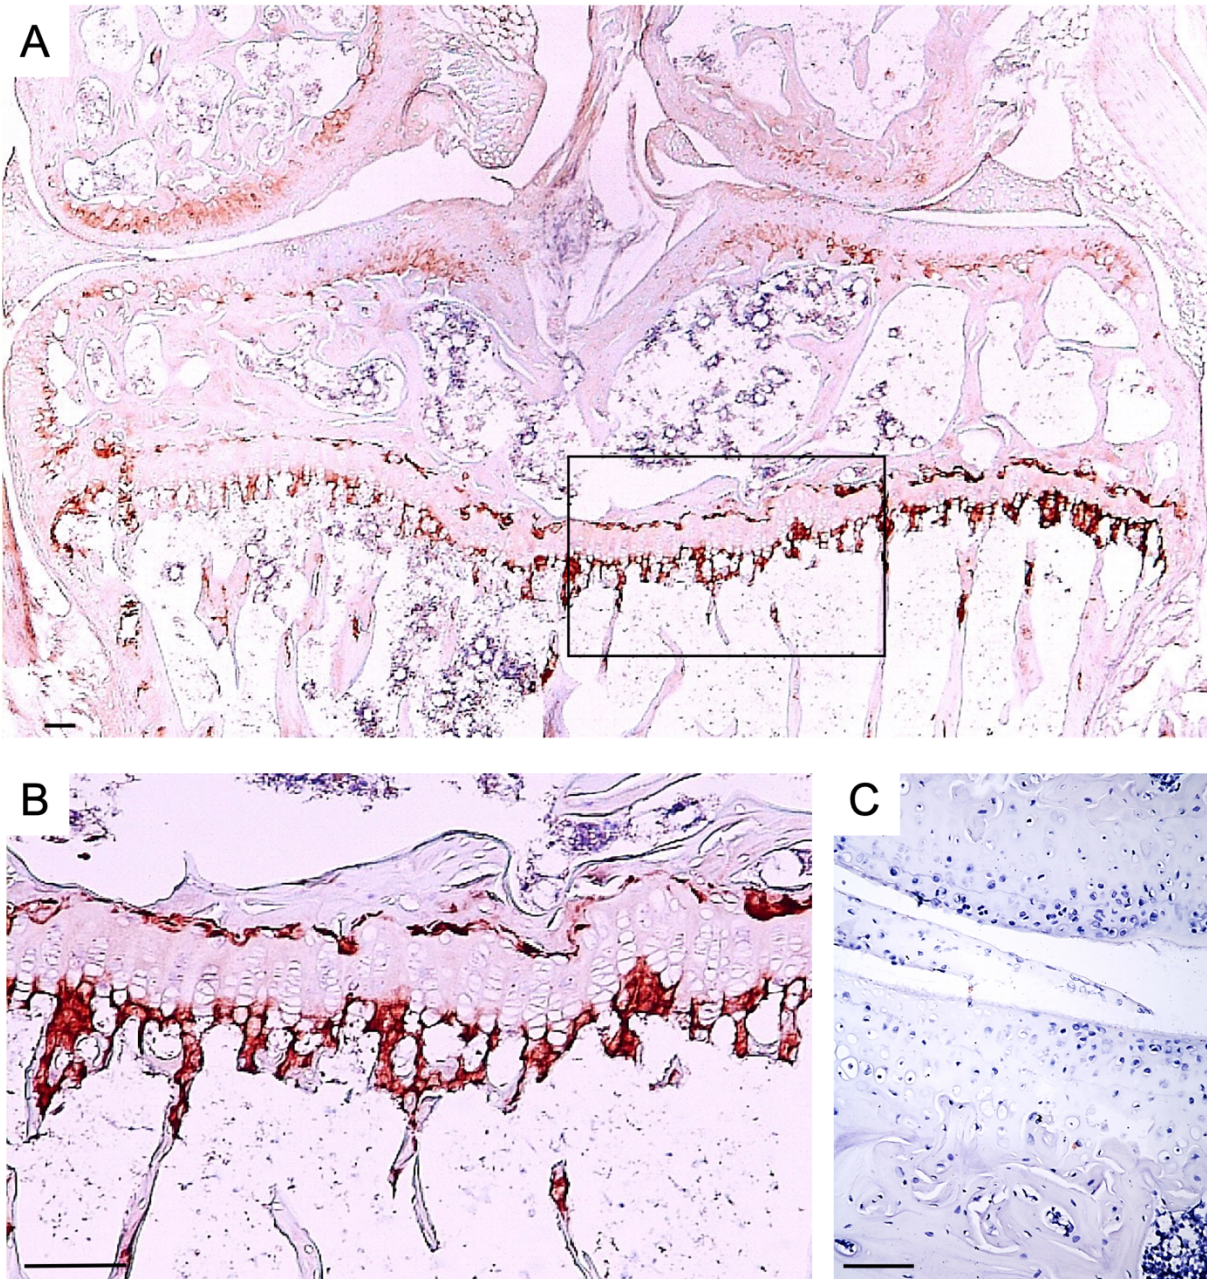

**Supplementary Figure S7. Increased LRRC15 protein in human primary chondrocytes after IL1 $\beta$  treatment.** Western blotting analysis of the IL-1 $\beta$ -induced LRRC15 protein in passage 1 human primary chondrocytes left untreated (vehicle, 0) or treated with 1 or 10 ng/ml of IL-1 $\beta$  for 72h.

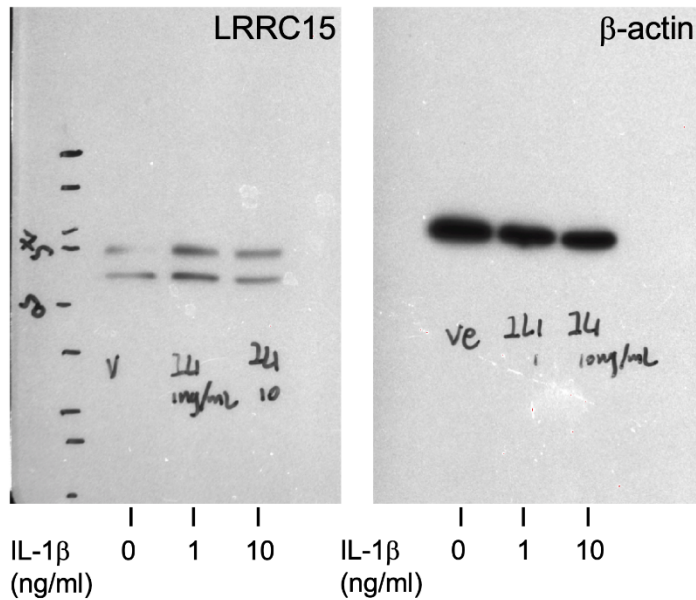

**Supplementary Figure S8. Increased LRRC15 protein in mouse primary chondrocytes after IL1 $\beta$  treatment.** Western blotting analysis of the IL-1 $\beta$ -induced LRRC15 protein in passage 1 mouse primary chondrocytes left untreated (vehicle, ctrl) or treated with 1 ng/ml of IL-1 $\beta$  for 72h. Two independent experiments performed using cells obtained from different mice are shown, labeled as expm#1 and expm#2. Cropped images of experiment #1 (expm#1) are shown in Figure 5D. Arrowheads indicate the expected molecular weights for LRRC15 (64kDa) and  $\beta$ -actin (42kDa).

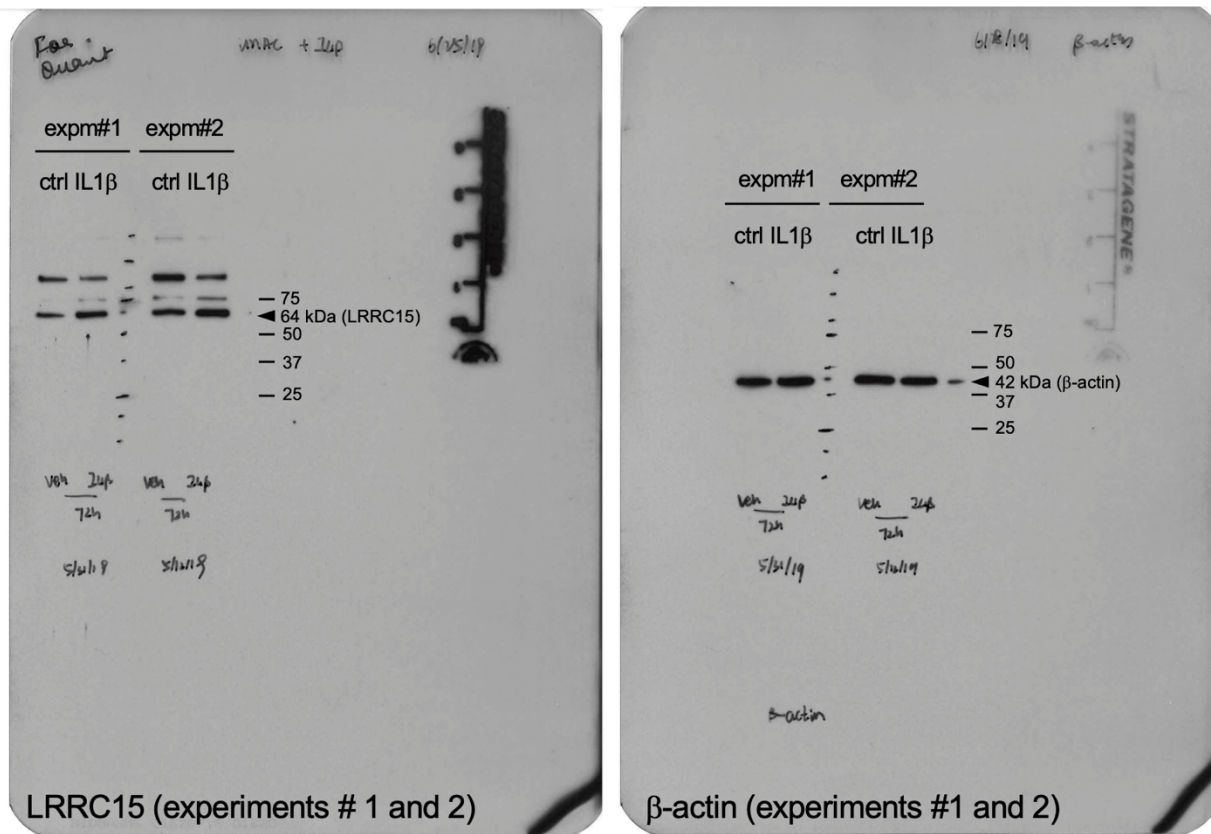

**Supplementary Figure S9: Long-term cytokine treatment leads to sustained increased *Lrrc15* mRNA levels *in vitro*.** (A) Experimental outline. Murine primary chondrocytes were left untreated or treated with 1ng/ml of IL1 $\beta$  for 2 weeks, with addition of IL1 $\beta$  with every medium change (every 72h). At 2 weeks, control- and IL1-treated cells were used for RNA isolation and RTqPCR analyses (“with IL1” group). A portion of the control- and IL1-treated cells were replated and kept in culture for an additional 2 weeks, with medium changes every 72h but without cytokine treatment. At 2 weeks, cells were used for RNA isolation and RTqPCR analyses (“after IL1” group). Created with BioRender.com. (B) RTqPCR analyses of control and IL1-treated cells (with IL1) and of the cells replated and kept in culture for 2 weeks (after IL1) showing that the long-term treatment with IL1 induces *Lrrc15* mRNA expression, and that cells that were cultured in presence of IL1 for two weeks retained increased *Lrrc15* mRNA levels relative to control cells, even after passage and after two weeks in culture without IL1 treatment and medium changes every 72h (n=4/ea). Data are shown as fold-changes vs. vehicle-treated controls (set as 1). \*\* indicates p<0.01 by *t*-test.

A

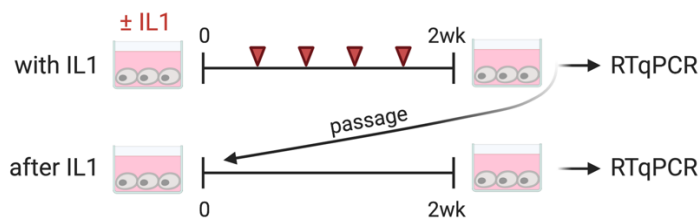

B

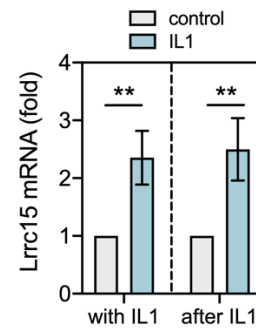

**Supplementary Figure S10: Treatment with DNMT inhibitors leads to sustained (1 week) increased *Lrrc15* mRNA.** RTqPCR analyses of (A) *Lrrc15* and (B) *Mmp13* mRNA expression in RNA isolated from monolayer cultures treated with vehicle (ctrl) or a combination of 2 $\mu$ M 5-Aza-2'-deoxycytidine and 40 nM trichostatin (5-aza). RNA was isolated at 1 week after treatment (n=3/each). Data are shown as fold-changes vs. vehicle-treated controls (set as 1). \*indicates p<0.05 by *t*-test.

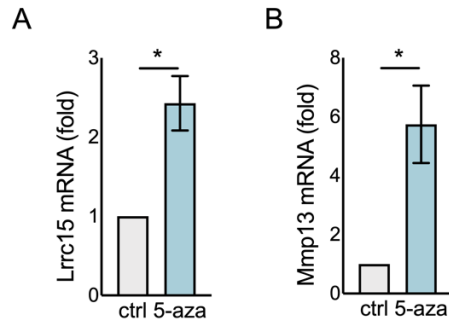

**Supplementary Figure S11: Evaluation of the *Lrrc15* knockdown in cells transfected with custom siRNA oligos.** RTqPCR analyses of **(A)** *Lrrc15* (n=3/ea) and **(B)** *Lrrc17* (n=2/ea) mRNA expression in RNA isolated from monolayer cultures transfected with 25nM of a control non-targeting scrambled siRNA (siCtrl) or three different custom siRNAs targeting *Lrrc15* (si*Lrrc15*). RNA was isolated at 48 hours after transfection. Data are shown as fold-changes vs. mock transfected controls (set as 1). \*indicates  $p<0.05$ , \*\*indicates  $p<0.01$  and \*\*\*indicates  $p<0.001$  (vs. siCtrl) by ANOVA followed by Tukey's test. ns = not significant.

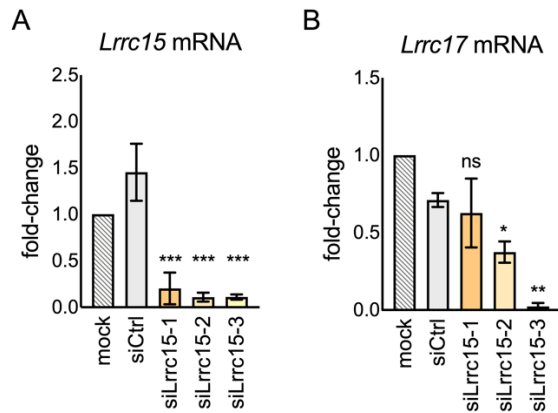

**Supplementary Table S7:** qPCR primers.

| <b>Gene name</b> | <b>Forward 5'&gt;3'</b> | <b>Reverse 5'&gt;3'</b>   | <b>Species</b> |
|------------------|-------------------------|---------------------------|----------------|
| <i>Col2a1</i>    | CCAGCTGACCTCGCCACTGC    | GGGTCCAGGCGCACCCCTTTT     | mouse          |
| <i>Eef1a1</i>    | GCCTTGGTTCAAGGGATGGA    | ACAGTGCCAATGCCTCCAAT      | mouse          |
| <i>Elf3</i>      | GGCCCTCATGGCTGCCACCT    | TTGGGATCTTGTCTGAGGTCCTGGA | mouse          |
| <i>GAPDH</i>     | ATCAAGAAGGTGGTGAAGCA    | GTCGCTGTTGAAGTCAGAGGA     | human          |
| <i>Hprt1</i>     | TCCCAGCGTCGTGATTAGCGA   | GGGCCACAATGTGATGGCCTCC    | mouse          |
| <i>LRRC15</i>    | TGCTGATGTGTCCCTAGCAT    | AGTGGCATAGCCTTGTCCAAA     | human          |
| <i>Lrrc15</i>    | GAAGGCTCCCAATGAGTGCT    | GATTCAGGGGCACAGGACAA      | mouse          |
| <i>Lrrc17</i>    | AGATCCTGCTGCCTTTTTAGGG  | CTGTAGTCACACCTCCAAGGG     | mouse          |
| <i>Mmp10</i>     | GCAGCCCATGAACTTGGCCACT  | AGGGACCGGCTCCATACAGGG     | mouse          |
| <i>Mmp13</i>     | ATGGTCCAGGCGATGAAGACCC  | GTGCAGGCGCCAGAAGAATCTGT   | mouse          |
| <i>Mmp3</i>      | TGTGTGCTCATCCTACCCATTGC | CCCTGTCATCTCCAACCCGAGGA   | mouse          |
| <i>Nos2</i>      | TGCAACATGGGAGCCACAGCA   | AGGGTGGTGCGGCTGGACTT      | mouse          |
| <i>Ptgs2</i>     | CTGCTGCCCCGACACCTTCAACA | CATTTCTTCCCCCAGCAACCCGG   | mouse          |

**Supplementary Table S8:** Custom siRNA oligonucleotide sequences.

| ID#        |           | Sequence                                        |
|------------|-----------|-------------------------------------------------|
| siLrrc15-1 | sense     | 5' C.A.G.A.A.U.A.C.U.U.C.A.U.A.A.G.G.A.A.U.U 3' |
|            | antisense | 5' U.U.C.C.U.U.A.U.G.A.A.G.U.A.U.U.C.U.G.U.U 3' |
| siLrrc15-2 | sense     | 5' G.A.A.A.C.U.A.G.U.U.C.C.A.C.C.A.U.U.A.U.U 3' |
|            | antisense | 5' U.A.A.U.G.G.U.G.G.A.A.C.U.A.G.U.U.U.C.U.U 3' |
| siLrrc15-3 | sense     | 5' C.C.C.U.G.A.A.G.A.U.G.G.A.G.A.A.G.A.A.U.U 3' |
|            | antisense | 5' U.U.C.U.U.C.U.C.C.A.U.C.U.U.C.A.G.G.G.U.U 3' |

How the deposited data were processed for this re-analysis (not part of the article)

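Articular cartilage from knees with DMM and from the unoperated contralateral knees (control) was profiled by RNA-seq and by RRoxBS at 4 and 12 weeks after surgery, with 3 control and 3 DMM libraries per assay and time point and tissue of 3 knees pooled per library. The RNA and the DNA came from different mice. Each library was assigned to its limb, time point and replicate number by the labels deposited with it. The human, cell culture, qPCR and histology experiments of the paper have no deposited data and were left out.

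For RNA-seq, the authors trimmed reads with FLEXBAR, aligned them with STAR and assigned them to RefSeq transcripts with featureCounts, and the deposited values are raw counts per transcript. All values were checked to be non-negative whole numbers. Gene symbols were taken from the mouse RefSeq annotation for 29476 transcripts and from Table S1 for 17, and 555 transcripts had no symbol. The library totals set the precision of the counts. Replicates of a limb differed well beyond counting error, with chi-square values per degree of freedom of 45.6 to 446, a value that abundant genes dominate.

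For RRoxBS, the authors digested DNA with MspI, combined libraries in pools of 6, split each pool into an oxidised (oxBS) and a mock-oxidised (BS) part, and called methylation with an in-house pipeline after trimming with CUTADAPT. The deposited values are the coverage of each CpG cytosine by strand, the percentage of reads with C and the percentage with T. The lowest deposited coverage was 10 reads. Coverages were checked to be whole numbers and both percentages to add up to 100. Methylated reads were computed as coverage times the percentage of C. The positions were checked against GRCm38, and the mitochondrial genome was used only to measure unconverted cytosine.

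Differential expression was tested within each time point with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test with robust estimates, TMM normalization, edgeR's filter on low counts, Benjamini-Hochberg adjusted p under 0.05), and the difference between time points as the interaction of limb and week. Gene lists were tested with camera of limma 3.58.1 with a preset correlation of 0.01 and with fry. There were 10 lists, of skeletal muscle, erythroid, neutrophil and bone marrow, adipocyte, osteoblast and osteocyte, osteoclast, endothelium, fibroblast and synovium, chondrocyte, and hypertrophy and ossification genes. A list score is the mean log2 CPM of its genes with a prior count of 2. Groups were called non-overlapping when every DMM library was above, or every one below, every control library. For 3 libraries against 3, chance gives this in 10% of genes on average, but genes are not independent.

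Methylation was tested per cytosine with a likelihood ratio test of a logistic model on pooled reads in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, at cytosines with at least 10 reads in every library of the comparison. A DMC had a difference of at least 25 percentage points and a Benjamini-Hochberg q under 0.05. The methylKit and eDMR packages that the paper names were not used here, and the likelihood ratio test follows the description of methylKit's default test. For 5hmC, the methylated reads of BS minus the BS coverage times the oxBS fraction were used, with negative values set to 0. DMRs were chains of at least 3 tested CpGs with gaps of at most 100 bp, at least 1 CpG with a difference of 25 points and q under 0.01, and a mean difference of at least 20 points. A DMR was assigned to the genes whose bodies it overlapped in the RefSeq annotation of GRCm38, or else to the nearest gene within 10000 bp. Single values of the libraries were compared by exact permutation tests.

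The alternatives tried were DESeq2 1.42.0, median-of-ratios factors in edgeR, no filter on low counts, at least 10 counts in every library, all 12 RNA libraries in 1 fit, the replicate number as a block, a skeletal muscle score as a covariate, an adjusted p under 0.01, 1 transcript per gene, overdispersion correction, limma's moderated test on log ratios with a pseudocount of 1, a coverage minimum of 20, CpGs above the 99.9 percentile of coverage left out, unweighted means, merged strands, q under 0.01, a difference of 20 points, a raw interaction test for 5hmC, gaps of 50 bp, regions of CpGs of one direction only, regions with a mean of 25 points or with 1 CpG at q under 0.05, regions assigned to genes by overlap alone or within 50000 bp, control replicate 2 and DMM replicate 1 of the 12-week DNA libraries, whose titles share a style, left out or as a stratum, coverage scaled to the deepest or the shallowest library, each library left out in turn, and for the lists fry and an estimated correlation. A further region rule combined coverage scaled to the deepest library, CpGs with p under 0.1, gaps of at most 350 bp and 1 CpG with a difference of 20 points.

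The tests were tested on simulated data with known changes at the depth of the real libraries, and the methylation test also on simulated libraries with no difference. The genes named are those the paper names for these assays and, per time point, up to 5 genes with the largest rise and up to 5 with the largest fall among those with an adjusted p under 0.05, a mean of at least 1 CPM and groups that did not overlap. The regions named are the published Lrrc15 region, the published regions common to both time points and the 2 regions with the largest mean difference in each direction per time point. Other genes are named as members of a list or where a count of 5 or fewer is spelled out. GO enrichment was not analysed here. The result for 1 gene with a published region is not reported here.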

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

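The other splits of the RNA libraries for gene lists and for the difference between time points, and the tests of a lower share of chondrocytes and of bone marrow, were chosen only after the result was seen.

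The effect of DMM on 4 of the 10 gene lists differed between 12 and 4 weeks when the interaction of limb and week was tested with limma's camera over all 12 libraries. The median difference of the log2 fold changes was 3.22 for the skeletal muscle list (adjusted p = 6.25e-08), 1.29 for the chondrocyte list (3.62e-07), 0.73 for the hypertrophy and ossification list (0.0072) and -0.63 for the neutrophil and bone marrow list (0.00447). For the other 6 lists it was between -0.46 and 0.19. With limma's fry, which keeps the correlation between genes that the libraries show, no list passed, and the lowest adjusted p was 0.487. Over single transcripts no interaction was called, with 2656 transcripts at an unadjusted p under 0.05. All 40 of the 40 splits drawn within the time points gave a count as large, which a real count of 0 makes certain, so these splits decide nothing. The age of the mice and the stage of OA differ between the time points by design, and neither was tested apart from the other.

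The skeletal muscle list was lower in DMM cartilage at 4 weeks in all 30 of its genes, with a median log2 fold change of -2.70 (camera adjusted p = 1.28e-22), and the median was also -2.70 with the 1 gene at the floor set to its bound. Over all genes tested 1 of the 30 was called by edgeR, and adjusted over the list alone all 30 were. The list took 3.85%, 1.29% and 1.19% of the counts in the control libraries at 4 weeks and 0.684%, 0.325% and 0.111% in the DMM libraries, and its most abundant gene, Acta1, was at 4897, 1376 and 1379 CPM in the control libraries and at 833, 317 and 75.2 CPM in the DMM libraries. At 12 weeks the share was 0.0221%, 0.353% and 2.89% in the control and 2.27%, 0.119% and 0.169% in the DMM libraries, so that it varied within each limb, and the mean difference of the list was 0.69 with all libraries, -0.78 without control replicate 1 and 1.85 without control replicate 3. Of the 30 genes, 21 had at least 1 CPM in all 12 libraries, 1 is named by the paper and none is in another list. Skeletal muscle in the dissected samples was tested on the 289 genes outside the list that DESeq2 called lower at 4 weeks. Across the 6 libraries at 12 weeks, within limbs, the median correlation of these 289 genes with the score of the list was 0.913. None of 10000 random lists of genes matched for expression reached it (the median of the random lists was -0.0393). The 192 genes called higher at 4 weeks had a median of 0.164, which none of 10000 random lists reached either. Passing the random lists is thus not specific to the lower genes, although their median correlation was the larger. A candidate explanation for most of the lower genes at 4 weeks is therefore more skeletal muscle in the control than in the DMM samples of that time point. A loss of muscle gene expression in the cartilage itself after DMM stays open, since no sample of pure muscle or pure cartilage was sequenced.

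The chondrocyte list was lower at 4 weeks and higher at 12 weeks. Its mean difference was -0.65 at 4 weeks, where the groups did not overlap (10% by chance), and stayed between -0.79 and -0.52 with each library left out. At 12 weeks it was 0.52 with overlapping groups, 0.17 without control replicate 3 and 0.95 without control replicate 2. The hypertrophy and ossification list rose at 12 weeks by 0.63, between 0.46 and 0.80 with each library left out, without overlap of the groups, and moved by 0.04 at 4 weeks. A lower share of chondrocytes alone would raise the lists of all other cell types alike at 4 weeks, but the skeletal muscle list was at -2.70 while the fibroblast and synovium list rose, which argues against it as the whole cause. Of the 10 splits of the 6 libraries into 3 and 3, 9 gave as many lists past the threshold of camera as the real split at 4 weeks, and 5 of the 10 splits did at 12 weeks. With 10 splits the share cannot go under 0.1, so the lists called and a grouping by chance cannot be told apart. All 20 chondrocyte genes could be tested and 17 had at least 1 CPM in all 12 libraries. Of the 16 hypertrophy and ossification genes, 7 are also in the osteoblast and osteocyte list. For each of these lists 1 gene is named by the paper. A change of the chondrocytes themselves between the stages of OA stays open and was not tested.

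The neutrophil and bone marrow list was lower in DMM cartilage at 12 weeks in all 13 genes, with a median log2 fold change of -0.56 (camera adjusted p = 5.07e-05), and had a median of 0.06 at 4 weeks. Its mean difference at 12 weeks was -0.53, between -0.76 and -0.39 with each library left out, and the groups overlapped. None of its genes was called, over all genes or adjusted over the list alone. S100a8, its most abundant gene, was at 6147 ± 1632 CPM in control and 4618 ± 1151 CPM in DMM cartilage (SD, n = 3 each). If bone marrow in the dissected samples were the source, a blood lineage outside the list would move with it. The erythroid list, which shares no gene with it, was lower at 12 weeks in all 11 genes tested, with a median of -0.43 (camera adjusted p = 5.39e-05) and a mean difference of -0.48, or -0.31 without DMM replicate 2, and 1 of its genes was called when adjusted over the list alone. At 4 weeks its median was -0.02 (camera adjusted p = 0.813). Less bone marrow in the DMM samples at 12 weeks is a candidate explanation. All 13 neutrophil genes and 11 of the 12 erythroid genes had at least 1 CPM in all 12 libraries. A change in the marrow next to the cartilage after DMM stays open as an untested biological explanation.

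The fibroblast and synovium list, a signal that the paper does not report on, was higher in DMM cartilage at both time points, with a median log2 fold change of 1.37 at 4 weeks (10 of 11 genes higher, camera adjusted p = 1.58e-05) and 1.09 at 12 weeks (9 of 11 genes higher, camera adjusted p = 7.18e-05). No gene of the list was called over all genes tested, and adjusted over the list alone 4 were called at 4 weeks, all higher, and 8 at 12 weeks, 7 of them higher. The mean difference was 1.20 at both time points, with a lowest value of 0.85 without control replicate 3 at 4 weeks, and the groups did not overlap at either (10% by chance). Col3a1, its most abundant gene, was at 1067 ± 783 CPM in control and 2949 ± 753 CPM in DMM cartilage at 4 weeks (SD, n = 3 each). Of the 11 genes, 9 had at least 1 CPM in all 12 libraries, 1 is named by the paper and none is in another list. Fibroblasts or synovium in the dissected samples were tested on the 188 genes outside the list that DESeq2 called higher at 4 weeks. Their median correlation with the score across the 12-week libraries was 0.576, which none of 10000 random lists reached, but the 312 genes called lower followed the score as closely, at 0.541. Lrrc15 followed the score within limb and week over the 12 libraries (Pearson r = 0.652, exact permutation p = 0.0378; Spearman rho = 0.664, exact permutation p = 0.0617; both two-sided, 1296 arrangements), with r = 0.504 without the 2 libraries farthest from the median, and no other gene was tested in this way. A higher share of fibroblasts or synovium in the DMM samples and higher expression of these genes by the chondrocytes after DMM therefore cannot be told apart for these genes, since the cells were not separated.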

How the results depend on the processing

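The choices of test, filter, threshold and model were made before the data were examined, except for 1 transcript per gene, coverage scaled to the deepest or the shallowest library, the wider region rule (scaled coverage, p under 0.1, gaps of 350 bp), control replicate 2 and DMM replicate 1 of the 12-week DNA as a stratum, and the overlap of DMR genes with DEGs of DESeq2, which were chosen after seeing the data. Where a count below changed, the cause was not tested unless it is named.

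Among DEGs, 2 of 9 alternatives kept the count at 4 weeks within 1.5 times of 16, 4 of 9 kept that at 12 weeks and 6 of 9 that of transcripts called at both time points. DESeq2 called 747 at 4 weeks, 866 at 12 weeks, 83 at both, and 16 for the difference between time points. At 4 weeks 38.4% of the transcripts that DESeq2 called were higher in DMM, against 81.2% in edgeR, where transcripts of 1 gene weigh heavily. Counted by gene, 204 of 534 were higher in DESeq2 and 2 of 5 in edgeR. Without a filter 56 transcripts were called at 12 weeks and 12 at both time points. All 12 libraries in 1 fit gave 35 at 4 weeks. A skeletal muscle score as a covariate gave 0 at both time points (1226 and 2900 at an unadjusted p under 0.05). At 4 weeks this score was lower in every DMM than in every control library, so that fit can hardly tell muscle from limb. An adjusted p under 0.01 gave 0 at both time points (2891 and 3430). At 4 weeks at least 10 counts in every library gave 0 (2669) and 1 transcript per gene 0 (2085). With the replicate block 354 transcripts were called at 4 weeks, 12.7% of them higher, 734 at 12 weeks and 17 at both, where 12.4 would be called at both by chance (Fisher's exact test, two-sided, p = 0.186). The deviations of the control and the DMM library of one number from the means of their limbs had correlations of 0.377, -0.358 and 0.0862 for the RNA libraries of replicates 1, 2 and 3 at 4 weeks and of -0.576, 0.293 and -0.270 at 12 weeks. With 3 libraries per limb these values do not decide whether pools of one number came from the same mice. With 1 library left out the count ranged from 0 to 118 at 4 weeks (118 without control replicate 3, 8 without control replicate 1, 0 in the other 4 fits) and from 0 to 860 at 12 weeks (860 without control replicate 2, 102 without DMM replicate 3, 0 in the other 4 fits).

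Camera called 9 lists over both time points, and its 3 other settings called as many within 1.5 times. Fry and camera with an estimated correlation called 0, with lowest adjusted p-values of 0.224 and 0.543. Over the 20 combinations of list and time point, 82 of 100 alternative values kept their direction and call and 18 were weaker.

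For 5mC, 1 of 11 alternatives kept the 8 DMCs at 4 weeks within 1.5 times and 6 of 13 the 2892 at 12 weeks. For 5hmC, 5 of 12 kept the 112 at 4 weeks and 8 of 14 the 467 at 12 weeks. Overdispersion correction and limma's moderated test, which count libraries and not reads as units, called 0 DMCs for both marks at both time points. At an unadjusted p under 0.05 overdispersion left 8193 (5mC) and 37426 (5hmC) cytosines at 4 weeks and 25124 and 29909 at 12 weeks, and limma 17066, 49882, 71494 and 45783 in the same order. The raw interaction test for 5hmC called 0 (39637 and 33232 unadjusted). At a coverage minimum of 20, with fewer cytosines tested, the counts were 4 and 1519 for 5mC and 1 and 66 for 5hmC at 4 and 12 weeks. With q under 0.01 there were 3 5mC DMCs at 4 weeks and 1871 at 12 weeks. A difference of 20 points gave 26 and 8582 for 5mC and 748 and 2323 for 5hmC. At 4 weeks unweighted means gave 24 DMCs for 5mC and 427 for 5hmC, 14.3% of the latter lower in DMM against 40.2% of the 112, the highest coverages left out gave 1 for 5mC, and the replicate block gave 53 for 5mC. For the oxBS libraries the same correlations were 0.261, 0.210 and 0.00360 at 4 weeks, of which the first 2 were the highest of the 9 pairs of a control and a DMM library, and -0.0659, -0.0451 and 0.0478 at 12 weeks. Whether the numbers pair the libraries stays open here too. Without both control replicate 2 and DMM replicate 1, whose titles share a style, 1433 5mC DMCs and 2939 5hmC DMCs were called at 12 weeks. Coverage scaled to the deepest library gave 843 5mC DMCs (76.9% lower against 62.5%) and 252 5hmC DMCs (20.6% lower) at 4 weeks, and scaled to the shallowest library, which lowers the number of reads, 0 for 5mC (32169 unadjusted) at 4 weeks and 494 at 12 weeks. With 1 library left out, 5mC DMCs ranged from 5 to 3039 at 4 weeks (3039 without control replicate 2, 196 without DMM replicate 1, 19 without DMM replicate 3) and from 1641 to 5720 at 12 weeks (1641 without DMM replicate 1, 5720 without control replicate 2, 4362 without DMM replicate 2), and 5hmC DMCs from 186 to 1124 at 4 weeks and from 919 to 1559 at 12 weeks, above the count of all libraries in every fit. Without control replicate 1 most 5hmC DMCs were lower in DMM, 60.6% of 218 at 4 weeks and 55.1% of 1491 at 12 weeks (16.1% of 467 with all libraries).

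For DMRs, 7 of 10 alternatives kept the 0 at 4 weeks, 7 of 12 the 323 at 12 weeks and 8 of 10 the 0 at both time points. At 4 weeks the replicate block gave 2 DMRs, scaled coverage 70 and the wider region rule 89. At 12 weeks a mean of 25 points gave 73, overdispersion correction 0, control replicate 2 and DMM replicate 1 both left out 94, the wider region rule 763 and coverage scaled to the shallowest library 21. DMRs at both time points numbered 5 with scaled coverage and 9 with the wider region rule. With 1 library left out, the DMRs ranged from 0 to 296 at 4 weeks (296 without control replicate 2) and from 98 to 521 at 12 weeks (98 without DMM replicate 1, 181 without control replicate 3, 521 without control replicate 2). Genes with a DMR and a DEG numbered 0 with edgeR and the stated regions, for all 3 distances to a gene, 1 with edgeR and the wider region rule at 4 weeks (Lrrc15), 21 with DESeq2 and the stated regions, and 34 with DESeq2 and the wider region rule.

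Mean 5mC at 4 weeks was reversed when weighted by coverage, to 0.337 points. The other alternatives kept the direction of the mean levels at both time points, and with 1 library left out mean 5mC differed by -1.06 to -0.266 points at 4 weeks (-0.266 without control replicate 1) and -1.12 to -0.755 points at 12 weeks. The Lrrc15 region at 4 weeks was at -17.7 points with coverage scaled to the deepest library, with 1 CpG past the threshold, and ranged from -20.5 to -4.91 points with 1 library left out (-20.5 without DMM replicate 1, -4.91 without DMM replicate 2). A coverage minimum of 20 left no CpG of the region, the BS libraries at 4 weeks did not all cover it, and at 12 weeks the oxBS libraries did not, so these alternatives have no value.

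Of 247 alternative values of named genes, 203 kept their direction and call, 15 were weaker, 28 stronger and 1 reversed. Cntfr at 4 weeks rose by 0.83 with the skeletal muscle score as a covariate, where it fell by 2.75 without it. With 1 library left out, the log2 fold change of Lrrc15 at 4 weeks ranged from 3.19 to 3.72, that of Kcnj15 from 1.83 to 2.13, that of Myh1 from -4.09 to -3.39 and that of Cntfr from -3.28 to -1.51 (-1.51 without control replicate 1), and that of Ptgs2 at 12 weeks from 1.76 to 1.89. Tnfsf15 at 12 weeks ranged from -0.45 to 0.70 and was reversed without DMM replicate 1.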

Differences from the paper's values

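The paper's numbers of DEGs are 529 genes at 4 weeks and 583 at 12 weeks, against 5 genes and 1 gene in edgeR. Of these, the paper calls 474 at 4 weeks only, 528 at 12 weeks only and 55 at both time points, against 5, 1 and 0. Of the alternatives set before the data were examined, DESeq2, the tool that the paper's methods name, came within 1.5 times of all 5 numbers, with 534, 590, 479, 535 and 55 genes. At 12 weeks the replicate block (502 genes, 496 of them at 12 weeks only) and the fit without control replicate 2 (611 genes) did as well. None of the others did. The log2 fold changes differed little, with a largest gap of 0.219 to the paper's values in 23 that were compared.

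The paper reports 842 5mC DMCs at 4 weeks, against 8, and 318 5hmC DMCs, against 112. For 5mC none of the alternatives set before the data were examined came within 1.5 times, and coverage scaled to the deepest library, chosen after seeing the values, gave 843, of which 837 are among the paper's. For 5hmC, unweighted means (427), the fit without control replicate 1 (218) and the fit without DMM replicate 3 (299) came within 1.5 times, and the others did not, while scaled coverage, chosen after seeing the values, gave 252. Of the paper's 842 cytosines, 10.5% differ by 25 points with the reads as deposited.

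The paper reports 89 DMRs with 90 gene symbols at 4 weeks, against 0 and 0, and 756 DMRs with 489 gene symbols at 12 weeks, against 323 and 284. The paper's 9 DMRs at both time points stand against 0. Of the alternatives set before the data were examined, only the fit without control replicate 2 came within 1.5 times, for the DMRs at 12 weeks (521). Coverage scaled to the deepest library, chosen after seeing the values, gave 70 DMRs at 4 weeks. The wider region rule on scaled coverage, with CpGs of p under 0.1, gaps of at most 350 bp and 1 CpG with a difference of 20 points, was also chosen after seeing the values and gave 89 DMRs and 86 genes at 4 weeks, 763 DMRs and 667 genes at 12 weeks and 9 DMRs at both, with 88 and 743 of its regions at the paper's start and end.

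For the region of Lrrc15 at 4 weeks, the paper's mean difference is -20.3701 points, against -10.7 points. Of the alternatives set before the data were examined, unweighted means (-13.8 points) and the fit without DMM replicate 1 (-20.5 points) came within 1.5 times, and the others did not. Scaled coverage, chosen after seeing the values, gave -17.7 points, and the wider region rule, also chosen after seeing the values, gave the paper's value of -20.3701 points over the CpGs with p under 0.1. Over the 89 published regions of 4 weeks the paper's median difference is -21.5434 points, against -13.9 points. None of the alternatives set before the data were examined was run for this median. With scaled coverage, chosen after seeing the values, 78 of these regions had a mean difference of at least 20 points, against 7 with the reads as deposited.

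Fig. 3A shows 30 genes with both a DMR and a DEG, against none with edgeR and the stated region definition. Some settings chosen after seeing the values call some of them. DESeq2 with the stated regions calls 10, and DESeq2 with the wider region rule calls 23 at 12 weeks and Lrrc15 at 4 weeks. Lrrc15 at 4 weeks is also called by edgeR with the wider region rule. With DESeq2 and this rule, 2 genes had both at 4 weeks, where random regions touched a mean of 1.77. The paper names Il6 as increased in the network of Fig. 3F, whereas its log2 fold change was 0.58 at 4 weeks and -0.61 at 12 weeks, and neither edgeR nor DESeq2 called it at either time point. The text and the legend of Fig. 2 give different q-values for the DMRs, and both were run. The paper lists a DMR with Aspn and another with Havcr2, and these lie 18612 and 144550 bp from the genes.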

Other observations

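The counts of other splits for DEGs in edgeR, the test with control replicate 2 and DMM replicate 1 as a stratum and the comparison of these 2 libraries at the DMCs of the other 4 were chosen only after the result was seen.

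The paper does not report on the remaining lists. At 4 weeks the median log2 fold change was 0.22 for the adipocyte list (camera adjusted p = 0.658), -0.03 for the endothelium list (0.596) and 0.16 for the osteoclast list (0.572). At 12 weeks it was -0.09 (camera adjusted p = 0.596), -0.21 (0.145) and -0.06 (0.572). None of their genes was called by edgeR, over all genes or adjusted over the list alone. Of these lists' genes, 6 of 10 adipocyte, 10 of 10 endothelium and 7 of 8 osteoclast genes had at least 1 CPM in all 12 libraries.

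Every split of the 6 RNA libraries of a time point into 3 and 3 was tested in the same way as the real one. In edgeR 1 of the 10 splits at 4 weeks and 1 of the 10 splits at 12 weeks gave as many DEGs as the real split, which is the real split itself. In DESeq2 2 of the 10 splits did at each time point. The other split had 2945 transcripts at 4 weeks, with control replicates 1 and 2 and DMM replicate 1 against the rest, and 922 at 12 weeks, with control replicates 1 and 3 and DMM replicate 3 against the rest. At 4 weeks the first of these groups holds 3 of the 4 libraries with the largest skeletal muscle scores. With 10 splits the share is never under 0.1, so DMM and a grouping by chance cannot be told apart by this count.

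For the methylation libraries at 4 weeks, 8 of the 10 splits gave as many 5mC DMCs as the real split, up to 641 for control replicates 1 and 3 with DMM replicate 1, and 7 of the 10 gave as many 5hmC DMCs. All 10 of the 10 gave as many DMRs, which a real count of 0 makes certain, so these splits decide nothing for the DMRs. With coverage scaled to the deepest library, 3 of the 10 splits gave as many 5mC DMCs, up to 2919, and 2 of the 10 as many regions under the wider region rule, up to 549. At 12 weeks only the real split, 1 of the 10 splits, reached its count for 5mC DMCs, for DMRs, and for both with scaled coverage, and 3 of the 10 reached it for 5hmC DMCs. These shares cannot go under 0.1 either.

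At 12 weeks the DNA libraries of control replicate 2 and DMM replicate 1 share a style of title, while the other 2 control libraries have another style and the other 2 DMM libraries one of their own. The 4 splits with these libraries in one group gave 1878 to 2792 5mC DMCs and 39 to 79 DMRs, and the 5 other splits that part them gave 33 to 112 DMCs and 0 to 2 DMRs, while the real split, which also parts them, gave 2892 DMCs and 323 DMRs. The deviations of the oxBS libraries from their limb's mean were correlated between control replicate 2 and DMM replicate 1 (r = 0.129 across CpGs, which are not independent replicates), the highest of the 9 pairs of a control and a DMM library. These values are consistent with a difference between these 2 libraries and the other 4. As the whole cause of the DMCs it is argued against by the test with the 2 libraries and the other 4 as strata, in which 2235 DMCs were called, and by the fit without the 2 libraries, in which 1433 were called, 676 of them among those of all 6 libraries. Among the other 4 libraries the style of title follows the limb, so a batch along these styles and DMM cannot be told apart by either fit. Of the 1433 DMCs, 1335 were also covered in the 2 libraries of the shared style, and at 87.6% of them DMM replicate 1 differed from control replicate 2 in the same direction, against 62.9% expected from other CpGs of the same level. This is 1 library against 1, so a batch along the styles stays open.

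Spread between the libraries of a limb beyond the sampling of reads was tested on simulated 12-week libraries with no difference between the limbs. With 1 average spread for all CpGs, independent between CpGs, they gave 26 DMCs and no DMR, and in simulated 4-week libraries 143 DMCs. The simulation does not bound what the real spread can give, since splits of the real 12-week libraries that mix the limbs gave up to 2792 DMCs, and overdispersion correction and limma, which take the spread at each CpG into account, called 0 (25124 and 71494 CpGs at an unadjusted p under 0.05). Spread between libraries therefore stays open as an explanation of the 12-week DMCs. The share of lower DMCs at 12 weeks fell to 82.6% at the lowest, without DMM replicate 1, which argues against 1 library with a low level as the source of the direction. A change in cell types after DMM stays open as an untested explanation of the 12-week DMCs, as does DMM's effect on the methylation of chondrocytes.

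Scaling the coverage to the deepest library multiplies reads that were sequenced once, and in the test they count as independent reads. In simulated libraries without any difference and without spread beyond the sampling of reads, the scaling raised the number of DMCs from 0 to 179 at 12 weeks and from 0 to 105 at 4 weeks, and with the average spread it raised them from 26 to 372 and from 143 to 344. Part of the 843 DMCs at 4 weeks with scaled coverage may come from the multiplied reads. Scaling also evens out the weight of the libraries, and the simulation does not tell how much of the difference from the 8 DMCs comes from that.

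The rise of mean 5hmC at 12 weeks by 0.512 points was set against unconverted cytosine, measured as the BS minus oxBS difference of C on the mitochondrial genome. It differed between the limbs by -0.0491 points, with the opposite sign, which argues against residual unconverted cytosine as its source. The paper's methods describe spiked control duplexes that measure the efficiency of oxidation, but the deposited calls cover the mouse genome only, so a difference in this efficiency between the limbs was not tested and stays open, as does a biological rise of 5hmC after DMM.

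The file of 1 BS library at 12 weeks, DMM replicate 1, names another replicate than its title. Its deviations from the mean of its limb were correlated most with those of the oxBS library of its own number (r = 0.116 across CpGs, against -0.0666 and -0.0418 for the other oxBS libraries), which argues against a mislabelled sample. No biological explanation was tested for this.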
